# Transcriptional repression of *NFKBIA* triggers constitutive IKK‐ and proteasome‐independent p65/RelA activation in senescence

**DOI:** 10.15252/embj.2019104296

**Published:** 2021-01-18

**Authors:** Marina Kolesnichenko, Nadine Mikuda, Uta E Höpken, Eva Kärgel, Bora Uyar, Ahmet Bugra Tufan, Maja Milanovic, Wei Sun, Inge Krahn, Kolja Schleich, Linda von Hoff, Michael Hinz, Michael Willenbrock, Sabine Jungmann, Altuna Akalin, Soyoung Lee, Ruth Schmidt‐Ullrich, Clemens A Schmitt, Claus Scheidereit

**Keywords:** DNA damage response, IκBα, NF‐κB, SASP, senescence, Cell Cycle, Chromatin, Epigenetics, Genomics & Functional Genomics, Immunology

## Abstract

The IκB kinase (IKK)‐NF‐κB pathway is activated as part of the DNA damage response and controls both inflammation and resistance to apoptosis. How these distinct functions are achieved remained unknown. We demonstrate here that DNA double‐strand breaks elicit two subsequent phases of NF‐κB activation *in vivo* and *in vitro,* which are mechanistically and functionally distinct. RNA‐sequencing reveals that the first‐phase controls anti‐apoptotic gene expression, while the second drives expression of senescence‐associated secretory phenotype (SASP) genes. The rapidly activated first phase is driven by the ATM‐PARP1‐TRAF6‐IKK cascade, which triggers proteasomal destruction of inhibitory IκBα, and is terminated through IκBα re‐expression from the *NFKBIA* gene. The second phase, which is activated days later in senescent cells, is on the other hand independent of IKK and the proteasome. An altered phosphorylation status of NF‐κB family member p65/RelA, in part mediated by GSK3β, results in transcriptional silencing of *NFKBIA* and IKK‐independent, constitutive activation of NF‐κB in senescence. Collectively, our study reveals a novel physiological mechanism of NF‐κB activation with important implications for genotoxic cancer treatment.

## Introduction

Chemo‐ and radiotherapies activated oncogenes and shortened telomeres trigger via the DNA damage response (DDR) a terminal proliferative arrest called cellular senescence (Blagosklonny, 2014; Salama *et al*, 2014; Lasry & Ben‐Neriah, 2015; Lee & Schmitt, 2019). The associated alterations include formation of senescence‐associated heterochromatin foci (SAHF), increased synthesis of cell cycle inhibitors, including p21 (*CDKN1A*) and p16 (*CDKN2A*) and of inflammatory cytokines and chemokines that constitute the senescence‐associated secretory phenotype (SASP) and a related, low‐grade inflammation termed senescence inflammatory response (SIR) that affects surrounding tissues in a paracrine manner (Shelton *et al*, 1999; Lasry & Ben‐Neriah, 2015). The epigenetically controlled cell cycle cessation serves as a cell‐autonomous barrier to tumor formation (Braig *et al*, 2005; Collado *et al*, 2005; Reimann *et al*, 2010). Therefore, induction of senescence was considered as important in treating cancer and other pathologies. The inflammatory response, however, comprises factors that may instigate oncogenic transformation, cell migration, and cancer stemness (Acosta *et al*, 2008; Reimann *et al*, 2010; Chien *et al*, 2011; Freund *et al*, 2011; Jing *et al*, 2011; Acosta *et al*, 2013; Salama *et al*, 2014; Hoare *et al*, 2016; Milanovic *et al*, 2018).

The majority of SASP factors are transcriptional targets of NF‐κB (Acosta *et al*, 2008; Kuilman *et al*, 2008; Chien *et al*, 2011; Freund *et al*, 2011; Jing *et al*, 2011; Lasry & Ben‐Neriah, 2015). Although it is well established that NF‐κB drives inflammatory gene expression in senescence, whether it also contributes to cell cycle arrest remained unclear. DNA double‐strand breaks lead to rapid activation of NF‐κB RelA/p65‐p50, the most prevalent heterodimer (Smale, 2012). A signaling cascade that is activated by *ataxia telangiectasia mutated* (ATM) and poly(ADP‐ribose) polymerase 1 (PARP1), and also depends on TNFR‐associated factor 6 (TRAF6), converges on the IκB kinase (IKK) complex (Wu *et al*, 2006; Stilmann *et al*, 2009; Hinz *et al*, 2010). The latter is composed of the regulatory IKKγ subunit and the kinases IKKα and IKKβ (Hayden & Ghosh, 2012; Hinz & Scheidereit, 2014), which phosphorylate IκBα, targeting it for degradation by the 26S proteasome. Liberated NF‐κB translocates to the nucleus and activates transcription of its target genes, including *NFKBIA,* encoding IκBα (Hinz *et al*, 2012). This negative feedback loop ensures that NF‐κB activation is transient. Replication‐, oncogene‐, and therapy‐induced senescence is associated with unresolved DNA damage and with constitutive NF‐κB activation (Rodier *et al*, 2009; Chien *et al*, 2011; Freund *et al*, 2011; Jing *et al*, 2011).

Using cells of epithelial origin, both from transgenic mouse models and from human primary and cancer cell lines, we demonstrate here that DNA damage triggers two functionally distinct phases of NF‐κB activation. Although the first, immediately activated phase is IKK‐ and proteasome‐dependent and activates anti‐apoptotic gene expression, the second NF‐κB activation phase, occurring days later in senescence, is caused by a permanent silencing of *NFKBIA* transcription and is thus IKK‐ and proteasome‐independent. We show that this second, IKK‐independent phase of NF‐κB is responsible for SASP, but not for the cell cycle arrest. Furthermore, SASP expression profile is generated *in vivo* and *ex vivo* in the absence of DNA damage solely by depletion of IκBα.

## Results

### DNA damage activates NF‐κB in two distinct phases: a transient anti‐apoptotic first and a persistent inflammatory second phase

To investigate the kinetics of activation of NF‐κB, we first examined the establishment of senescence and SASP over time in human diploid fibroblasts (HDFs) and cancer cell lines that experienced DNA damage. Onset of senescence was marked by senescence‐associated β‐galactosidase (SA‐β‐gal) activity and elevated *CDKN1A* (p21) expression (Fig 1A and Appendix Fig S1A). Proliferation ceased 1–2 days following irradiation (IR), as expected, and cells entered a lasting senescent state (Appendix Fig S1B and C). Unresolved DNA damage, evidenced by γH2AX foci and phosphorylation of p53 at serine 15, was seen within minutes and hours and persisted through all time points. However, acute activation of upstream ATM and Checkpoint kinase 2 (Chk2) was observed predominantly only within minutes and hours after the IR treatment (Appendix Fig S1D and E). Strikingly, a single dose IR generated a biphasic NF‐κB activation, with two temporally separate phases of its nuclear translocation and DNA binding, first, within hours and then days later (Fig 1B, and Appendix Fig S1D, F and G). An RNA‐seq analysis revealed distinct transcriptomes in both NF‐κB phases (Fig 1C and Tables EV1A–C). 

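RNA was sequenced from U2-OS cells, a human osteosarcoma line, in 4 groups of 5 biological replicates. The groups were untreated cells, cells harvested 1.5 h or 7 days after irradiation with 20 Gy (the first and the second phase), and non-irradiated cells with an shRNA against NFKBIA. According to the methods, RNA was extracted with Trizol and sequenced as stranded mRNA libraries on an Illumina platform. The authors deposited whole-number read counts for 20314 genes, listed by Ensembl identifier and symbol, without normalization. The paper's text does not name the aligner, the genome build, the annotation or whether the counting used strand. The reads counted on genes ranged from 22535659 to 40390961 in the untreated libraries (median 34139124). They ranged from 34345867 to 39546228 at 1.5 h post-IR (median 35627047) and from 27547705 to 34307447 at 7 days post-IR (median 32477669). Library sizes were scaled by edgeR's TMM method, and genes with too few counts were left out by its filterByExpr function, which kept 14992. All 20 libraries entered one model with a term for each group and no covariate. A gene was called higher or lower when its log2 fold change was above 0.5 in size, the threshold of Fig 1C, and its adjusted p was under 0.05. Levels are given in CPM, edgeR's counts scaled to a common library size with the TMM factors, as mean ± SD over the 5 libraries of a group. The labels name the sequencing lane of each library, and lanes and groups overlapped little. Lane 2 held 4 untreated libraries and no others, lane 3 held 1 untreated and 3 first-phase libraries, and lane 4 held 2 first-phase and 2 second-phase libraries. Untreated and irradiated cells met only in lane 3, so that lane and treatment can be told apart only through 1 untreated library, replicate 5. Where genes overlap in the GENCODE 29 annotation, the counts of either can include reads of the other, and such overlaps are named with the gene.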

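At 1.5 h post-IR, 312 genes were called higher and 236 lower than in untreated cells. Across the genes tested, 12.3% had every library of one group above every library of the other, against 0.794% by chance. Among the alternatives that kept both thresholds, the sequencing lane as a factor moved these counts most, to 1781 higher and 2039 lower, in a fit that rests on untreated replicate 5. Without replicate 2 of the 1.5 h libraries, 157 genes were called lower. In a fit of only these groups, 286 genes were called higher and 94 lower. The main fit takes its spread from all groups. Untreated libraries were less alike (lowest pairwise Pearson's r of log2 CPM 0.9697) than those at 1.5 h (0.994). A trend on GC content and gene length explained 11.3% of the variance of the log2 fold changes, and after its removal 74.0% of the calls stayed past the threshold on the fold change. NFKBIA (ENSG00000100906), which encodes IκBα, had a log2 fold change of 1.40 (standard error 0.10, adjusted p = 3.61e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every library at 1.5 h lay above every untreated library (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 libraries against 5 allow). With each replicate left out in turn, the log2 fold change of NFKBIA stayed between 1.31 and 1.52. Its adjusted p was highest in the fit of only these groups, at 6.59e-05 (from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TNFAIP3 (ENSG00000118503), which encodes the A20 ubiquitin-editing enzyme and overlaps an antisense gene, rose from 18.7 ± 3.59 to 49.4 ± 4.53 CPM (SD, n = 5 libraries each). Its log2 fold change was 1.41 (standard error 0.093, adjusted p = 5.00e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lists of genes were tested with camera, a set test that ranks a list's changes against those of the other genes, with a preset inter-gene correlation of 0.01. The p values of the 39 tests, of 13 lists in 3 comparisons, were adjusted together by the Benjamini-Hochberg method. Of the 27 tests with an adjusted p under 0.05, all 27 stayed under it with fry in place of camera, and 23 with an estimated correlation. Fry also called 10 tests that camera did not, and the estimated correlation 1. Wherever 0 genes of a list were called in a direction, 0 also passed at an unadjusted p. Of 22 NF-κB feedback genes, which include inhibitors and subunits of NF-κB and cytokines, 20 were tested, and their median log2 fold change was 0.38 (adjusted p = 1.20e-09 from camera), with 8 genes higher and 0 lower, and 8 and 0 adjusted over the list alone. Of these 20 genes 17 rose. The 19 immediate early genes had a median of 0.61 (adjusted p = 2.10e-10 from camera), and 10 of them were higher, or 11 adjusted over the list alone. With the lane as a factor their median was 0.35, and the adjusted p of the list ranged from 1.31e-27 to 0.144 from camera over the alternatives, the latter in that fit. The largest changes, here and below, were sought among called genes above a minimum mean count whose libraries did not overlap between the groups. ATF3 (ENSG00000162772) had the largest rise, with a log2 fold change of 2.60 (standard error 0.086, adjusted p = 5.86e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PDE4B (ENSG00000184588), which overlaps noncoding genes on the other strand, had the largest fall, with a log2 fold change of -1.32.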

During the first phase, 326 transcripts showed significant upregulation (Dataset EV1A), which included direct targets of NF‐κB, such as early response genes and negative feedback inhibitors of the pathway (*NFKBIA* and *TNFAIP3*; see Dataset EV1B). This transcript group was enriched for GO terms “cell cycle arrest” and “regulation of apoptotic process” (Table EV1). In contrast, the 2,980 transcripts upregulated during the second phase were enriched for GO terms “inflammatory response”, “immune response”, and “response to wounding” (Table EV1). 

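Enrichment of GO terms was not recomputed here. In its place, lists of cell cycle and apoptosis genes were compared between 1.5 h post-IR and untreated cells. CDKN1A (ENSG00000124762), which encodes the cell cycle inhibitor p21 and overlaps the noncoding gene DINOL on the other strand, rose from 225 ± 17.2 to 690 ± 24.3 CPM (SD, n = 5 libraries each). Its log2 fold change was 1.61 (standard error 0.053, adjusted p = 5.86e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 25 p53 targets tested rose, with a median log2 fold change of 1.03, and 18 were called higher and 0 lower, both over all genes and adjusted over the list alone (adjusted p = 2.17e-41 from camera). GDF15 (ENSG00000130513), whose gene holds the microRNA MIR3189, had a log2 fold change of 2.33 (standard error 0.16, adjusted p = 1.68e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 36 proliferation genes had a median log2 fold change of -0.21 (adjusted p = 1.87e-05 from camera), and 12 of them rose. Over all genes 4 of them were called lower, and 5 adjusted over the list alone. Over the alternatives the adjusted p of this list ranged from 2.99e-08 to 0.116, and it was over the threshold with an estimated correlation (0.0539 from camera) and with the lane as a factor. The apoptosis regulators were taken from Dataset EV1B, which was chosen on these libraries, and are therefore not independent evidence. Of 24 such genes 23 were tested, with a median log2 fold change of 0.12 (adjusted p = 4.04e-08 from camera), and 8 were higher and 0 lower, with the same counts adjusted over the list alone. Without replicate 3 of the 1.5 h libraries the median was 0.07. BIRC3 (ENSG00000023445), which encodes an inhibitor of apoptosis and is not in this list, rose from 32.0 ± 4.57 to 90.1 ± 6.33 CPM (SD, n = 5 libraries each). Its log2 fold change was 1.50 (standard error 0.083, adjusted p = 4.04e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 7 days BIRC3 was at 101 ± 5.75 CPM, a log2 fold change of 1.66 (standard error 0.083, adjusted p = 3.45e-13), and 0.17 above 1.5 h (standard error 0.080, adjusted p = 0.0775 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the threshold on the fold change.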

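At 7 days post-IR, 2505 genes were called higher and 2152 lower than in untreated cells. For 44.8% of the genes tested, the libraries of the groups did not overlap. IL6 (ENSG00000136244), which overlaps STEAP1B and an antisense gene on the other strand, rose from 0.317 ± 0.242 to 1.77 ± 0.358 CPM (SD, n = 5 libraries each). Its log2 fold change was 2.63 (standard error 0.34, adjusted p = 1.04e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), on 4 to 15 counts per untreated library. Its adjusted p ranged from 9.54e-13 to 0.172 over the alternatives, the latter with the lane as a factor, where the log2 fold change was 1.43. CXCL8 (ENSG00000169429), which encodes IL-8, rose from 4.39 ± 1.12 to 55.9 ± 8.45 CPM (SD, n = 5 libraries each), a log2 fold change of 3.65 (standard error 0.14, adjusted p = 1.05e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL1A (ENSG00000115008) had a log2 fold change of 4.23 (standard error 0.19) and CCL20 (ENSG00000115009) one of 1.70 (standard error 0.14). The log2 fold change of CTSB (ENSG00000164733), whose gene holds an intronic transcript, was 2.12 (standard error 0.077). MMP3 (ENSG00000149968) and MMP1 (ENSG00000196611) both overlap the pseudogene WTAPP1 on the other strand. MMP3 had a log2 fold change of 5.39 (standard error 0.27). MMP1 had at most 3 counts in each untreated library and was at least 8.04-fold higher, computed against 3 counts. PYHIN1 (ENSG00000163564), with the largest fitted rise of the genes whose libraries did not overlap, was at least 35.9-fold higher on the same terms. CXCL14 (ENSG00000145824), which overlaps SLC25A48 and an antisense gene on the other strand, had the largest fall, with a log2 fold change of -6.18 (standard error 0.19). For each of these genes every library at 7 days lay on one side of every untreated library (exact permutation test, two-sided, p = 0.00794). Of the 52 SASP factors in the published list used for Fig 2E, 39 were tested, with a median log2 fold change of 0.63 (adjusted p = 2.28e-05 from camera). The median was also 0.63 with 2 genes at their lower bound. Of the 39 genes 31 rose, and 23 were called higher and 2 lower, with the same counts adjusted over the list alone. The second-phase SASP and the senescence inflammatory response (SIR) of Dataset EV1C were chosen on these libraries and are not independent evidence. All 29 SASP genes tested rose, with a median of 1.63, also with 2 genes at their bound (28 higher, adjusted p = 1.07e-12 from camera), as did all 11 SIR genes tested, with a median of 1.76 (11 higher, adjusted p = 2.28e-05 from camera). Of 36 interferon-stimulated genes 32 were tested, with a median of 0.34 (14 higher and 1 lower, adjusted p = 0.00115 from camera).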

The biphasic NF‐κB response thus coincided with two distinct transcriptomes, an anti‐apoptotic first phase and a pro‐inflammatory second phase.

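The phases were also compared directly. Between 7 days and 1.5 h post-IR, 4398 genes differed, 2513 of them higher and 1885 lower at 7 days. Within sequencing lane 4, which held 2 libraries of each time point, 4349 genes differed, of which 3949 were among those found with all libraries. The log2 fold changes of that comparison correlated with those from all libraries with r = 0.983 across genes. TNFAIP3 was lower at 7 days than at 1.5 h by a log2 fold change of -0.87 (standard error 0.09, adjusted p = 4.26e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CXCL8 was higher by 1.78 (standard error 0.13, adjusted p = 1.29e-10) and IL1A by 3.06 (standard error 0.16, adjusted p = 1.41e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against untreated cells, the apoptosis regulators had a median log2 fold change of 0.51 at 7 days (11 higher and 2 lower, adjusted p = 0.00203 from camera). With the lane as a factor it was 0.24 (adjusted p = 0.0688 from camera), in a range of adjusted p from 2.27e-15 to 0.0688 over the alternatives. The feedback genes had a median of 0.55 (10 higher and 0 lower, adjusted p = 0.000492 from camera), with an adjusted p of 0.0589 under an estimated correlation and a range from 1.61e-10 to 0.146 over the alternatives, the latter with the lane as a factor, at a median of 0.38. The immediate early genes had a median of 0.17 (4 higher and 3 lower, adjusted p = 0.422 from camera), and their adjusted p ranged from 0.00153 with fry to 0.688 over the alternatives. The p53 targets had a median of 1.17 (24 higher, adjusted p = 1.65e-15 from camera). All 36 proliferation genes fell, with a median of -1.09 (31 lower, adjusted p = 1.17e-19 from camera). Of the genes called higher at 1.5 h, 182 were also called higher at 7 days, where 52.1 would be expected by chance, and 9 were called lower. Both comparisons use the same untreated libraries, so some overlap arises without any shared effect. In 20 simulations that dealt the measured effects to other genes, the overlap was 143 on average and at most 164, ratios of 1.40 to 1.88 to the expected overlap, where the observed ratio was 3.49. For the genes called lower in both phases, 116 were found and 33.9 expected, a ratio of 3.42. The same simulations gave 99 to 128 such genes and ratios of 1.27 to 1.68, counted after the overlap was seen. The log2 fold changes of the phases correlated with Pearson's r = 0.328 and Spearman's rho = 0.309 across 14992 genes, which are not independent replicates. In the same simulations Pearson's r was 0.0802 on average. In 10 simulations of unchanged groups it was 0.801. There all libraries were drawn at random, and the shared untreated ones had a spread estimated apart from the others. This was 1 of 3 such correlations computed. From the GO terms of the transcripts upregulated in each phase and the timing of NF-κB activation, the paper concludes that the biphasic response coincided with distinct transcriptomes, one anti-apoptotic and one pro-inflammatory.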

**Figure 1:**
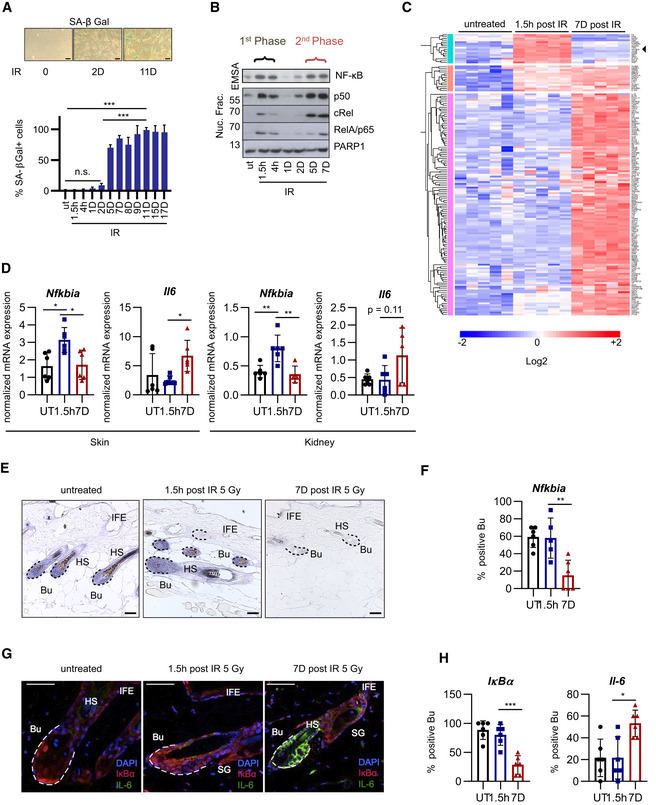
NF‐κB is activated in two distinct phases in response to DNA damage corresponding to anti‐apoptotic and pro‐inflammatory gene programs SA‐β‐gal staining of U2‐OS cells, harvested at indicated times post‐irradiation (IR); h, hours; D, days; UT, untreated. *n* = 3. Scale bar: 50 μm. Bar graph: Significance was determined by Brown–Forsythe ANOVA with Dunnett’s 3T test, using *n* = 3 biological replicates. SD shown. ***P < 0.001, n.s., not significant.Nuclear fractions from U2‐OS cells were harvested at indicated time points post‐IR (20 Gy) as in (A). Top panel: NF‐κB DNA binding was analyzed by EMSA. Lower panels: Western blot of indicated NF‐κB subunits and PARP1 as loading control. The two phases of nuclear translocation and DNA binding are indicated. Representative gel shown from *n* = 5 biological replicates.Gene expression analysis of two NF‐κB phases following damage. RNA‐seq analysis (*n* = 5 biological replicates per group) of U2‐OS cells, either untreated or analyzed 1.5 h or 7 days after irradiation (20 Gy), as indicated. The heatmap shows significantly regulated genes (log_2_ value > 0.5 and *P* value < 0.05). Black arrow points to *NFKBIA*. Significance determined by ANOVA with Bonferroni correction for multiple testing. See also Dataset EV1.Female mice, 12–16 weeks old (*n* = 6 mice per condition (with three technical repeats per mouse), were irradiated (5 Gy) and sacrificed after 1 h (first phase), 7 days (second phase) or left untreated. Skin or renal tissue RNA was analyzed by RT–qPCR, shown as a mean ± SD. Significance was confirmed by ANOVA with Tukey multiple comparisons test. SD shown: *P < 0.05, **P < 0.01.
*In situ* hybridization using an anti‐sense IκBα/*Nfkbia* riboprobe on longitudinal skin sections from female mice treated as in (D) for the time indicated. Representative sections shown from *n* = 6 mice per condition. Bu, bulge region (dashed lines), HS, hair shaft, IFE, interfollicular epidermis. Scale bar: 50 μm.Quantitation of (E) from *n* = 6 mice per condition and 3–4 sections per mouse. Bulge regions positive for *Nfkbia* were counted and presented as percentage of total. One‐way ANOVA analysis with Tukey multiple comparisons test was performed. SD shown. **P < 0.01.Skin sections as in (E) analyzed by immunofluorescence with IκBα (red) or IL‐6 antibody (green) and nuclear DAPI staining (blue). Dotted lines delineate hair follicles, Bu, bulge region, HS, hair shaft, IFE, interfollicular epidermis, SG, sebaceous gland. Scale bar: 50 μm.Quantitation of (G) from *n* = 6 mice per condition and 3–4 sections per mouse. Bulge regions positive for IκBα or IL‐6 were counted and presented as percentage of total. One‐way ANOVA analysis with Tukey multiple comparisons test was performed. SD shown. *P < 0.05, ***P < 0.001. Source data are available online for this figure.

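NFKBIA was at 31.3 ± 7.25 CPM in untreated cells, 82.1 ± 5.27 CPM at 1.5 h post-IR and 30.8 ± 1.59 CPM at 7 days post-IR (SD, n = 5 libraries each). The untreated libraries ranged from 23.5 to 42.0 CPM and those at 7 days from 28.4 to 32.4 CPM. The log2 fold change at 7 days against untreated cells was -0.02 (standard error 0.10, adjusted p = 0.886 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nearly every division of these libraries into groups of 5 gave a difference at least as large (exact permutation test, two-sided, p = 0.992). With each replicate left out in turn, the log2 fold change ranged from -0.11 to 0.09, and it was above 0 only in the fit without untreated replicate 5. With the sequencing lane as a factor it was -0.54, in a fit that again rests on that untreated library, and the adjusted p was 0.0207, the lowest of a range up to 0.996 over the alternatives (from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between 7 days and 1.5 h, NFKBIA differed by a log2 fold change of -1.42 (standard error 0.10, adjusted p = 1.94e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every library at 7 days lay below every library at 1.5 h, and within lane 4 the value was -1.51.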

We next analyzed murine tissues for IR‐induced expression of the representative first‐ and second‐phase target genes of NF‐κB, *Nfkbia* and *Il6*, respectively. IR strongly activates NF‐κB in various tissues (Li *et al*, 2001). Indeed, IR significantly induced *Nfkbia* mRNA in skin and kidney tissues only at early time points and of *Il6* mRNA only at late ones, representing the first and second NF‐κB phases (Fig 1D). Other examples for induced phase‐restricted gene expression in skin are *Tnfaip3* (only first phase) and *Ctsb* or *Cxcl3* (only second phase; Appendix Fig S1H).

To ensure that the expression of SASP during the second phase depended on NF‐κB, we analyzed primary kidney cells from irradiated mice, which ubiquitously express the NF‐κB super‐repressor IκBαΔN (Krappmann *et al*, 1996; Schmidt‐Ullrich *et al*, 2001). Compared to littermate controls, expression of *Il6* in the second phase was abolished, whereas *Cdkn1a* and *Cdkn2a* upregulation was unaffected (Appendix Fig S1I). These results further reveal that DNA damage activates NF‐κB that drives SASP, but NF‐κB is not essential for the proliferative arrest observed in senescence.

A strong response was seen in hair follicles (HF), which require NF‐κB activation for development and morphogenesis (Schmidt‐Ullrich *et al*, 2001). Upregulation of *Nfkbia* mRNA and IκBα protein was restricted to the first phase of NF‐κB activation in HF following whole‐body IR (Fig 1E and F). At Day 7 post‐IR, IκBα expression in the proximal HF was strongly reduced, concomitant with an increase in IL‐6 expression in the same region (Fig 1G and H). These results demonstrate that two distinct, subsequent NF‐κB transcriptional programs also occur *in vivo*. Because IκBα is required to terminate NF‐κB signaling, we postulated that loss of IκBα in senescence could trigger SASP.

### Loss of IκBα expression in senescence triggers the second phase of NF‐κB activation and generates SASP

IκBα expression was either undetectable or strongly reduced in senescence in the different cancer‐ and non‐transformed cell lines tested (Fig 2A and Appendix Fig S2A and B). Likewise, *NFKBIA* mRNA was upregulated only in the first phase (Fig 2A, right panel; Appendix Fig S2C), despite robust activation of NF‐κB in both phases (Fig 1B). Repeat IR treatment, with the aim to re‐stimulate first‐phase‐like transcriptional induction of *NFKBIA* in senescent cells, restored neither *NFKBIA* mRNA nor IκBα protein expression (Fig 2A left, lane 5, and right panel).

**Figure 2:**
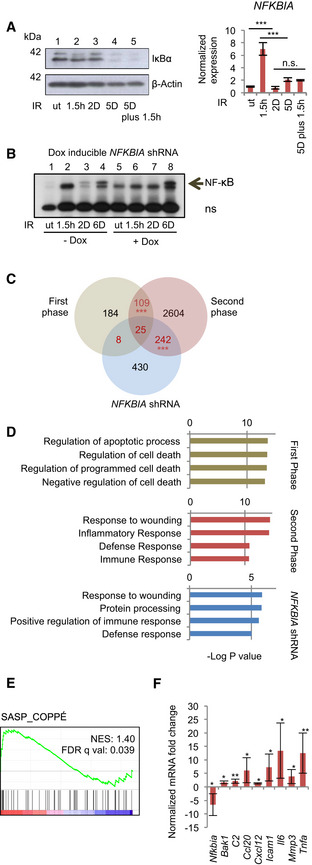
Knockdown of *NFKBIA* in cell lines and knockout *in vivo* mimics second‐phase NF‐κB activity and triggers SASP Left panel: IκBα Western blot of U2‐OS cells. Lane 1, untreated (ut); Lanes 2–4, single IR (20 Gy) at indicated time points prior to harvest; Lane 5, IR at 5 days prior to harvest, plus 1.5 h prior to harvest. Right panel: Samples treated as in the left panel, analyzed by RT–qPCR. Significance from *n* = 3 replicates per condition determined by ANOVA analysis with Tukey multiple comparisons test. SD shown. ***P < 0.001.
*NFKBIA* knockdown by Dox‐inducible shRNA in U2‐OS cells. Cells were pre‐treated with Dox to induce knockdown. For knockdown efficiency see Fig S2F. Cells were irradiated (20 Gy) or not, as indicated and described above. NF‐κB activity was analyzed by EMSA. ns, non‐specific band. A representative gel from *n* = 3 biological replicates is shown.Venn diagram of RNA‐seq analysis of genes activated following irradiation in the first and second NF‐κB activity phases or following shRNA‐mediated *NFKBIA* knockdown in non‐irradiated cells (as in B). Numbers of overlapping genes are shown in red. Hypergeometric probability calculation showed significance between overlaps (adjusted with Bonferroni correction for multiple testing). SD shown. ***P < 0.001.Top GO terms obtained using DAVID Functional Annotation Bioinformatics Microarray 6.7 for first and second‐phase genes and genes activated upon *NFKBIA* knockdown, as in (C), as indicated.GSEA was performed comparing the *IκBα ^IEC‐KO^* gene list (*n* = 4 *villin‐Cre × floxed IκBα* mice and *n* = 4 littermate controls (GSE 139251) (Mikuda *et al*, 2020), with a gene signature based on a list of SASP factors (Coppe *et al*, 2010). NES: normalized enrichment score. FDR: false discovery rate.RT–qPCR analysis of indicated genes was performed using RNA extracted from the duodenum of 5‐ and 8‐week‐old control *villin‐Cre* (*n* = 6) or *villin‐Cre x floxed IκBα* mice (*n* = 6) both male and female. Expression is shown as fold change between littermates, paired *t*‐test. SD shown. *P < 0.05 **P < 0.01. Source data are available online for this figure.

Activated oncogenes cause DNA strand breaks and induce DDR signaling, thereby promoting cellular senescence similar to cells exposed to DNA‐damaging agents (Acosta *et al*, 2008; Coppe *et al*, 2008; Kuilman *et al*, 2008). Inducible activation of oncogenic RASV12 led to activation of NF‐κB and expression of the representative SASP factor IL‐8 (encoded by *CXCL8*) that negatively correlated with IκBα expression (Appendix Fig S2D and E). In summary, these data show that different pro‐senescent triggers lead to loss of *NFKBIA* mRNA expression together with the onset of an NF‐κB‐driven SASP.

To investigate if experimental *NFKBIA* depletion mimics the second‐phase NF‐κB activation and SASP type gene expression, we knocked down *NFKBIA* (Fig 2B and Appendix Fig S2F). We confirmed that DNA damage signaling was not altered due to *NFKBIA* knockdown (Appendix Fig S2F), and importantly, that constitutive NF‐κB activation in untreated cells with *NFKBIA* knockdown (Fig 2B, lane 5) did not stem from a DDR (Appendix Fig S2F). These data indicate that knockdown of *NFKBIA*, irrespective of DNA damage, is sufficient for constitutive NF‐κB activation.

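For the knockdown, mRNA of non-irradiated U2-OS cells with an shRNA against NFKBIA was sequenced in 5 libraries, processed as those of the irradiated cells, and compared with the same 5 untreated libraries. The methods state in general that cells inducibly expressing scrambled shRNAs and treated with doxycycline served as controls. The labels of the untreated libraries name neither a vector nor doxycycline, and no library among the 20 is labelled as a scrambled control. The knockdown libraries held between 26693224 and 33461262 reads counted on genes (median 32517216). Of these libraries 4 lay in lane 6 and 1 in lane 5, and no lane held both knockdown and untreated libraries, so that a fit with the lane as a factor separates lane from knockdown only through the irradiated groups. NFKBIA, the targeted gene, lay between 11.2 and 13.0 CPM in the knockdown libraries, below each of the untreated libraries (exact permutation test, two-sided, p = 0.00794, the smallest possible). Its mean was 12.1 ± 0.667 CPM (SD, n = 5 libraries). The log2 fold change was -1.36 (standard error 0.11, adjusted p = 4.87e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -1.44 and -1.25 with each replicate left out in turn. The counts do not tell which transcripts of the gene the reads came from.

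**Figure D1:**
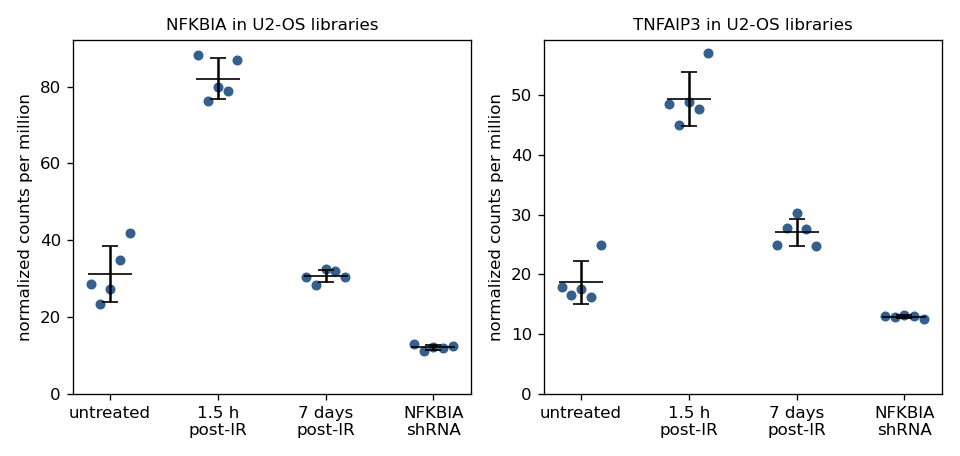
NFKBIA (left) and TNFAIP3 (right) in each of the 20 libraries, in CPM on a linear axis, by group on the horizontal axis. Points are libraries in the order of their replicate numbers, and black lines with bars are the mean and SD of the 5 libraries. The NFKBIA points of the knockdown lie below those of every other group.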

We next asked which target genes would be regulated by constitutive NF‐κB activation resulting from *NFKBIA* knockdown. Remarkably, the transcriptome of non‐irradiated *NFKBIA*‐depleted cells shared a strong overlap and the same GO terms with the senescent cells of the second phase (Fig 2C and D, and Table EV1). Thus, loss of IκBα in the absence of DNA damage was sufficient to activate transcription of SASP factors. 

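With NFKBIA knockdown, 777 genes were called higher and 1129 lower than in untreated cells, and for 24.1% of the genes tested the libraries of the groups did not overlap. The lane as a factor moved the number of higher genes most among the alternatives that kept both thresholds, to 1994, and with no lane shared between these groups that fit depends on the other groups. ENOX1 (ENSG00000120658), which overlaps antisense genes and a pseudogene on the other strand, had the largest rise of the genes whose libraries did not overlap, with a log2 fold change of 3.71 (standard error 0.16, adjusted p = 6.12e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCDC67 (ENSG00000165325) had the largest fall, with a log2 fold change of -3.97 (standard error 0.30, adjusted p = 1.89e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes called higher with the knockdown, 467 (60.1%) were also called higher at 7 days post-IR. The hypergeometric expectation over the genes tested was 130, a ratio of 3.60 (Fisher's exact test, one-sided, p = 3.23e-175 after Bonferroni correction for 3 overlaps). Random lists matched on mean expression shared 202 genes on average and at most 251 in 10000 draws. Both comparisons use the same untreated libraries. In simulations the measured effects were dealt to other genes, so that only shared, simulated untreated libraries link the comparisons. They gave overlaps of 274 to 351 genes in 20 runs, ratios of 1.58 to 1.95. With the untreated libraries divided between the comparisons in 20 ways, the ratio ranged from 2.61 to 3.84. In the other direction, 554 genes were called lower in both comparisons (expected 162, ratio 3.42). The simulations with dealt effects gave 232 to 293 such genes and ratios of 1.09 to 1.35, counted after this overlap was seen. Opposite calls were fewer than the hypergeometric expectation. Higher at 7 days and lower with the knockdown were 144 genes, where 189 are expected. Lower at 7 days and higher with the knockdown were 38, where 112 are expected. The simulations did not count opposite calls, so that an effect of the shared untreated libraries on them was not separated. Across genes, which are not independent replicates, the log2 fold changes correlated with Pearson's r = 0.387 and Spearman's rho = 0.459. Unchanged groups, with all libraries simulated and the untreated ones shared, gave a Pearson's r of 0.792 on average in 10 runs. The dealt effects gave 0.0626. The overlap with the genes higher at 1.5 h was 39 genes (expected 16.2, ratio 2.41), within the ratios of 1.68 to 2.60 of the same simulations. The genes lower both at 1.5 h and with the knockdown were 70 (expected 17.8, ratio 3.94), where the same simulations, counted for lower genes after this overlap was seen, gave 68 to 113 genes and ratios of 1.65 to 2.49. Of the 240 genes of Dataset EV1B that were tested, 23 were called higher and 35 lower with the knockdown, and 24 and 36 adjusted over the list alone, which was chosen on these libraries and is not independent evidence. Their median log2 fold change was -0.08 (adjusted p = 0.372 from camera), and -0.09 with the genes at or under 3 counts in a group set to their bound or left out. Enrichment of GO terms was not recomputed here.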

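The same 39 tested SASP factors of the Fig 2E list had a median log2 fold change of 0.16 with NFKBIA knockdown (adjusted p = 0.119 from camera), and 23 of them rose. The median was the same without the 2 genes at or under 3 counts in both groups. Over the alternatives the adjusted p ranged from 1.10e-06 with fry in place of camera to 0.63 with the lane as a factor. Without untreated replicate 2 the median was 0.24. Over all genes 9 factors were called higher and 6 lower, with the same counts adjusted over the list alone. Among those higher, MMP13 (ENSG00000137745) rose from 7.47 ± 1.45 to 48.0 ± 4.91 CPM (SD, n = 5 libraries each), a log2 fold change of 2.70 (standard error 0.12, adjusted p = 4.68e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 7 days post-IR MMP13 fell, with a log2 fold change of -1.21 (standard error 0.13). IL1A had a log2 fold change of 2.08 (standard error 0.22, adjusted p = 2.01e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), on 5 to 22 counts per untreated library. EREG (ENSG00000124882) had one of 1.45 (standard error 0.15) and CTSB one of 1.25 (standard error 0.075). In each of these genes every knockdown library lay above every untreated library. With the lane as a factor EREG was at 0.90, and its adjusted p ranged up to 0.112 over the alternatives. CXCL8, which is not in the list, had a log2 fold change of 0.60 (standard error 0.15, adjusted p = 0.00300 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with overlapping libraries (exact permutation test, two-sided, p = 0.0159). Its adjusted p ranged from 0.000196 to 0.118 over the alternatives, the latter with the lane as a factor, at 0.74, and without untreated replicate 5 the log2 fold change was 0.48, under the threshold. MMP3 had a log2 fold change of 0.92 (standard error 0.43, adjusted p = 0.0956 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on 0 to 13 counts per untreated library, and over the alternatives its adjusted p ranged from 0.0268 to 0.249. It was called without untreated replicate 4, at 1.32, and by DESeq2's Wald test, at 0.92 unshrunk (adjusted p = 0.0289) and at 0.62 with a prior on the fold changes (adjusted p = 0.0439). For IL6, with 3 to 14 counts per knockdown library, the log2 fold change was -0.14 (standard error 0.49), and the direct comparison with 7 days excludes a rise like the one there (2.63), while a change within its confidence interval was not detectable at this depth. CCL20 did not differ either, with a log2 fold change of -0.08 (standard error 0.16). Among the factors called lower, IGFBP7 (ENSG00000163453), which overlaps POLR2B, a pseudogene and an antisense gene on the other strand, had a log2 fold change of -1.97 (standard error 0.079) and FN1 (ENSG00000115414) one of -1.24 (standard error 0.16). ICAM1 (ENSG00000090339), which overlaps antisense genes, had a log2 fold change of -0.64 (standard error 0.19, adjusted p = 0.0128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with overlapping libraries (exact permutation test, two-sided, p = 0.0635). Over the alternatives its adjusted p ranged from 0.000464 to 0.0569, the latter with only these groups fitted. The 9 genes listed as knockdown SASP in Dataset EV1C had a median of 1.26 (7 higher and 0 lower, adjusted p = 5.83e-07 from camera), and were chosen on these libraries. GDF15 is among them, with a log2 fold change of 1.54 (standard error 0.17). From the overlap with the second phase and the shared GO terms, the paper concludes that loss of IκBα without DNA damage was sufficient to activate transcription of SASP factors. It further rests this on rescue with a mutant IκBα, an antibody array, macrophage migration and knockout mouse intestine. None of these was examined here.

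**Figure D2:**
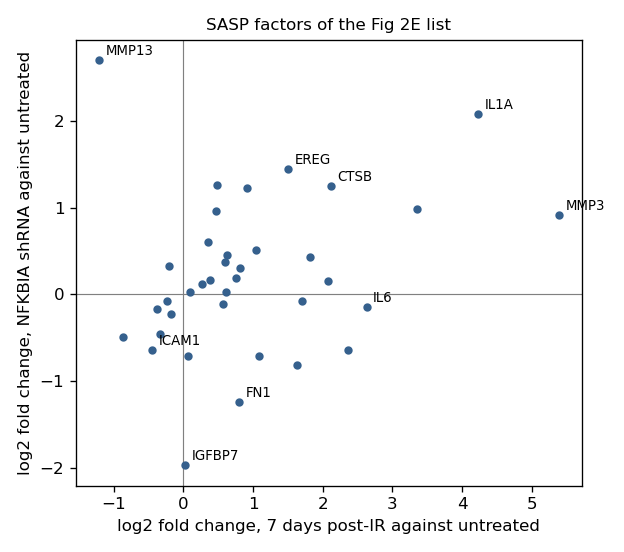
Log2 fold changes against untreated cells of 37 SASP factors of the Fig 2E list, at 7 days post-IR on the horizontal axis and with NFKBIA knockdown on the vertical axis. Each point is a gene, and the 2 tested genes with at most 3 counts in every untreated library are left out. MMP13 is highest with the knockdown and IGFBP7 lowest.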

IκBα rescue through ectopic overexpression of an *NFKBIA* mutant encoding the proteasome‐insensitive IκBαS32AS36A blocked the induction of the *bona fide* SASP factors (Appendix Fig S2G), consistent with the conclusion that loss of IκBα drives expression of SASP. Secretion of a set of the identified cytokines and chemokines was confirmed by an antibody array (Appendix Fig S2H). Furthermore, supernatants from either senescent or IκBα‐depleted cells induced migration of macrophages (Appendix Fig S2I).

Since we showed that suppression of *NFKBIA* was sufficient for SASP, we next asked whether it was also sufficient for senescence‐associated proliferative arrest. At least in the case of Eμ‐myc lymphomas, it has been suggested that NF‐κB also positively regulates cell cycle arrest (Chien *et al*, 2011). We therefore analyzed proliferation of cells with *NFKBIA* knockdown. The duplication rate of cells with *NFKBIA* knockdown was comparable to that of control cells (Appendix Fig S3A). Similarly, BrdU incorporation in senescent cells with *NFKBIA* knockdown was not affected, despite constitutive activation of NF‐κB (Appendix Fig S3B).

We next asked whether *in vivo*, constitutive NF‐κB resulting from a knockout of *Nfkbia* would also trigger SASP, but not senescence‐associated proliferative arrest. Since ubiquitous loss of IκBα causes early postnatal lethality (Beg *et al*, 1995; Klement *et al*, 1996), we generated intestinal epithelium‐restricted (*villin‐Cre* × floxed *Nfkbia*) knockout mice (Mikuda *et al*, 2020). Importantly, we observed hyperproliferation of cells, leading to crypt hyperplasia and enrichment of genes responsible for cell cycle progression. Increased proliferation (evidenced by increase in Ki67^+^ cells) was observed both *in vivo* and in organoids derived from these mice (Mikuda *et al*, 2020). Thus, constitutive NF‐κB activation *in vivo* regulates proliferation and cell cycle progression in a positive manner. To determine if SASP factors could be detected *in vivo*, we performed GSEA analysis on epithelium from (*villin‐Cre* × floxed) *Nfkbia* knockout mice and matched sibling controls (Fig 2E). Importantly, only enrichment of SASP‐coding transcripts was detected, but not of those transcripts belonging to the broader category of cellular senescence, which in addition comprises factors involved in cell cycle regulation (Fig 2E and Appendix Fig S3C). We confirmed our findings by RT–qPCR by analyzing expression of selected SASP factors that are also targets of NF‐κB, including *Ccl20*, *Icam1*, *Il6* and *Tnfa* (Fig 2F). These were significantly upregulated in the absence of DNA damage, evidenced by lack of p53 pSer15 nuclear foci (Appendix Fig S3D and E), confirming our conclusion in an *in vivo* setting.

### p65 regulates SASP in senescence but not proliferative arrest

Since we observed distinct NF‐κB targets upregulated during the two phases (Dataset EV1B), we next asked which family member(s) were responsible for NF‐κB activity in senescence. 

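Of the 282 NF-κB targets in Dataset EV1B, 240 were tested. At 1.5 h post-IR 38 were called higher and 1 lower, and 39 and 1 adjusted over the list alone. At 7 days post-IR 104 were called higher and 28 lower, both over all genes and adjusted over the list alone. Each member was chosen for a change in at least 1 comparison of these libraries, so that neither count is independent evidence. The median log2 fold change was 0.04 in the first phase (adjusted p = 4.16e-05 from camera) and 0.37 in the second (adjusted p = 3.06e-05 from camera). Both medians were the same with the genes at or under 3 counts in a group at their bound or left out. Without untreated replicate 5 the first-phase median was 0.07. Over the alternatives the adjusted p of the first-phase list ranged from 3.69e-12 from fry to 0.118 from camera, the latter with the lane as a factor and a median of 0.16. RELA (ENSG00000173039), which encodes p65 and overlaps a noncoding gene on the other strand, was at 137 ± 44.1 CPM in untreated cells and 122 ± 2.00 CPM at 7 days (SD, n = 5 libraries each). Untreated replicate 5 held 216 CPM and the other untreated libraries between 115 and 121. The log2 fold change of RELA at 7 days was -0.17 (standard error 0.12, adjusted p = 0.229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.03 without untreated replicate 5. Its adjusted p ranged from 7.86e-08 to 0.373 over the alternatives, the former with the lane as a factor, at -0.84.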

NF‐κB showed robust DNA binding during both the first and the second phase (Fig 3A, lanes 7 and 13), consisting in each case of p65‐containing heterodimers (lanes 10 and 16). We therefore knocked down *RELA*/p65 to analyze how it regulates the first and the second‐phase transcriptomes. All NF‐κB targets, including SASP‐encoding genes, showed decrease in expression (Fig 3B) in cells bearing shRNA against *RELA*/p65 (Appendix Fig S4A). Nevertheless, knockdown of *RELA* did not rescue cells from senescence (Fig 3C and Appendix Fig S4A–C). These data confirm that p65 containing dimers regulate SASP but not the senescence‐associated proliferative arrest.

**Figure 3:**
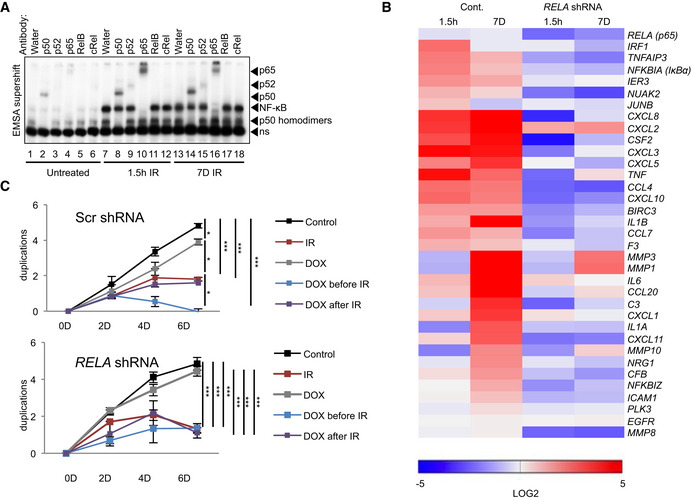
RelA regulates SASP but not cell cycle arrest Nuclear fractions from either untreated or irradiated (20 Gy) U2‐OS cells, 1.5 h or 7 days prior to harvest, were analyzed by EMSA with supershift analysis. For supershifting, lysates were incubated with antibodies or water, as indicated. Arrows point to shift location of a given subunit, due to antibody binding. ns, non‐specific band. All antibodies were previously tested for supershift compatibility. Representative gel shown from *n* = 3 replicates.Expression of SASP targets of NF‐κB obtained from RNA‐seq analysis (Dataset EV1B), was quantitated using RT–qPCR from the shRNA (*RELA*) stably expressing U2‐OS cells. For knockdown efficiency, see Appendix Fig S4A. Cells were treated with doxycycline (Dox) to induce knockdown of p65. Heatmap represents targets normalized to the untreated Scrambled control. Expression is shown as log_2_ change with *P* values < 0.05. Statistical analysis performed using ANOVA with Bonferroni correction for multiple testing. First‐phase and second‐phase samples were irradiated (20 Gy) 1.5 h and 7 Days prior to harvest, respectively. Analysis based on *n* = 3 biological replicates.Cell duplication was measured at time points indicated in U2‐OS cells bearing either scrambled control or Dox‐inducible shRNA against *RELA* (*n* = 3 biological replicates). Treatment with Dox was initiated at 2 days prior to IR (20 Gy) or after IR. Statistical significance in total duplication number between groups at day 6 was determined by ANOVA with Tukey multiple comparisons test. SD shown. *P < 0.05, ***P < 0.001. Source data are available online for this figure.

### Suppression of *NFKBIA* in senescence through p65 pSer468

Since loss of IκBα in the second phase resulted from a decline of mRNA expression, we investigated its regulation by p65. The phosphorylation status of this subunit differentially determines transcription of its target genes (Schmitz *et al*, 2004; Wietek & O'Neill, 2007). We therefore analyzed the phosphorylation status of p65 during the two phases (Fig 4A). Phosphorylation on p65 Ser536, the substrate site of IKK, peaked during the first phase and declined in the second. Unlike phosphorylation of p65 at S536 and S276, which enhance the p65 transactivation potential, phosphorylation at S468 is inhibitory and is mediated in part by GSK3β (Buss *et al*, 2004; Christian *et al*, 2016). Ofnote, GSK3β exhibits increased kinase activity in senescence to activate formation of SAHF, through downregulation of Wnt signaling (Ye *et al*, 2007). Indeed, nuclear phosphorylation on S468 increased in senescence (Fig 4A left and right panels). To determine if phosphorylation on S468 repressed expression of IκBα, we overexpressed p65 bearing a S468A mutation in cells where endogenous p65 was knocked down. Overexpression of p65 S468A rescued IκBα expression (Fig 4B). Similar results were observed with ectopic expression of wild‐type p65, likely due to the abundance of the substrate in relation to the S468 kinase(s). As a negative control, we transfected the S276A mutant. Since phosphorylation at S276 is required for p65 activity (Christian *et al*, 2016), its overexpression did not rescue IκBα in senescence (Fig 4B).

**Figure 4:**
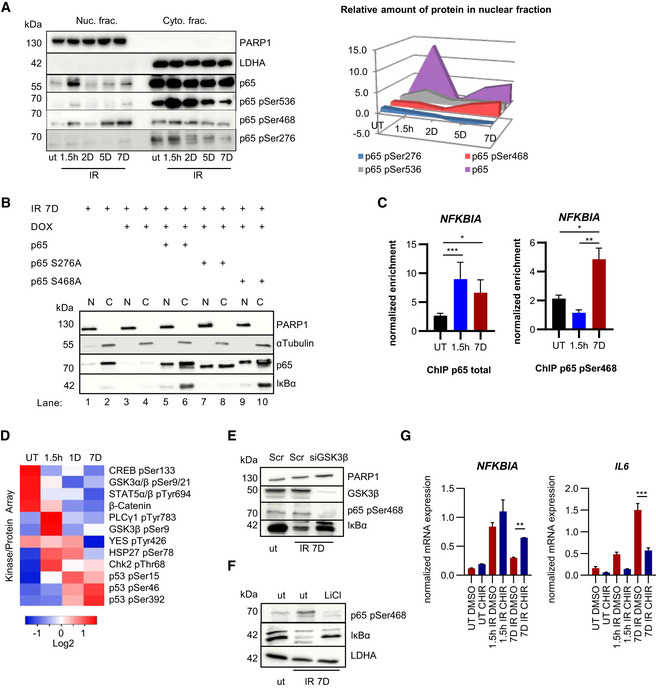
p65 Ser 468 phosphorylation in senescence inhibits *NFKBIA* expression Nuclear (Nuc.) and cytoplasmic (Cyto.) fractions of U2‐OS cells were analyzed at times indicated after IR exposure by SDS–PAGE Western blotting. PARP1 and LDHA are fractionation controls and phospho‐specific p65 signals are indicated. Representative gels from *n* = 3 biological replicates are shown. Right panel: quantitation of nuclear p65 and phosphorylated p65 species (*n* = 3). Fold changes compared to untreated samples (ut) and time points post‐IR are indicated on *Y* and *X* axes, respectively.U2‐OS cells treated with Dox to deplete endogenous p65 were irradiated (20 Gy) and transfected with plasmids encoding p65, p65‐S276A or p65‐S468A, as indicated. Nuclear (N) and cytoplasmic (C) lysates were analyzed by SDS–PAGE at day 7 post‐IR. Representative gel from *n* = 3 biological replicates is shown. PARP1 and α‐tubulin serve as fractionation and loading controls.ChIP performed with U2‐OS cells irradiated (20 Gy) 1.5 h or 7 days prior to assay, or left untreated (UT). Normalized relative enrichment of *NFKBIA* is shown (relative to input and two non‐recruiting reference regions). Left panel: p65 antibody. *n* = 5 biological replicates with three technical repeats per biological replicate. Right: Antibody against p65 pSer468. *n* = 2 biological replicates with three technical repeats per biological replicate. Statistical significance was determined by ANOVA with Tukey multiple comparisons test. SD shown. *P < 0.05, **P < 0.01, ***P < 0.001.Kinase proteome array was performed with nuclear fractions of U2‐OS cells that were either left untreated (UT) or irradiated (20 Gy) at time points indicated prior to harvest. Kinase binding to membrane was quantitated (*n* = 2) and only significant results (*P* < 0.05) are shown. Significance was determined by ANOVA with Tukey multiple comparisons test.U2‐OS cells left untreated (ut) or irradiated (20 Gy) 7 days before harvesting, as indicated. Two days prior to harvest cells were transfected with siRNA against GSK3β or scrambled control (Scr). Whole cell lysates were analyzed by SDS–PAGE and Western blotting. A representative example from *n* = 3 experiments is shown.U2‐OS cells were left untreated or exposed overnight to 10 mM LiCl, with or without prior irradiation, as indicated, and analyzed as in (E). Representative data from *n* = 3 experiments are shown.RT–qPCR of U2‐OS cells irradiated (20 Gy) either 1.5 h or 7 days prior to harvest. CHIR denotes treatment with GSK3 inhibitor CHIR‐99021 (10 nM overnight). DMSO overnight treatment was used as control. Quantitation was performed and statistical significance obtained from *n* = 3 replicates, using ANOVA with Tukey multiple comparisons test. SD shown. *P < 0.05, **P < 0.01, ***P < 0.001. Source data are available online for this figure.

This model strongly predicts that the *NFKBIA* locus is bound during the second but not the first phase by inhibitory p65, which is phosphorylated at serine 468. To explore this possibility, we performed chromatin immunoprecipitation (ChIP) with both p65 (total) and p65 pSer468 antibodies. Strikingly, unlike total p65, which showed equivalent binding affinity during both phases, only p65 pSer468 showed strongly induced binding during the second phase (Fig 4C). Together, these data show that translational modifications on p65 lead to repression of its inhibitor‐encoding gene, *NFKBIA,* in senescence.

To determine which kinases could contribute to the phosphorylation of S468, we analyzed the nuclear fraction of cells with a proteome kinase array. Of 45 selected kinases and proteins, 12 showed a significant change in response to IR (Fig 4D). As expected, factors associated with DNA damage, including p53 and Chk2, showed increased phosphorylation following irradiation, albeit with differing kinetics (Fig 4D). Phosphorylation of GSK3α and β at the inhibitory sites, serine 21 and 9, respectively, was present in untreated cells and at 1.5 h post‐IR, but was decreased in senescence, indicating that nuclear GSK was more active. This correlated with decreased abundance of β‐catenin (Fig 4D), whose phosphorylation by GSK leads to its degradation (Kitagawa *et al*, 1999). Due to the previously described role of GSK in phosphorylation of p65 on serine 468, we knocked down GSK3β or inhibited GSK3β by lithium chloride and CHIR‐99021 (Fig 4E–G). Both modes of interference diminished serine 468 phosphorylation and led to a partial restoration of IκBα expression (protein and mRNA) in senescence, with concomitant decrease in expression of *IL6* (Fig 4G). These data show that changes in p65 phosphorylation contribute to an attenuation of *NFKBIA* expression in senescence.

### Second‐phase NF‐κB activation in senescence is independent of IKK signaling and the proteasome

We next investigated the contribution of the known regulators of the genotoxic stress‐induced IKK pathway (Fig 5A) in the two NF‐κB phases. The activation of ATM and IKK correlated only with the first NF‐κB phase and peaked in the first hours after IR followed by a decline afterward (Fig 5B). We also found that TRAF6 depletion only abrogated activation of the first, but not the second NF‐κB phase (Fig 5C). Expression of target genes of NF‐κB, *IL6* and *IL1A*, in the second phase was completely unaffected by depletion of ATM (Appendix Fig S5A and B). Furthermore, proteasomal inhibition abrogated IR‐induced IκBα destruction in the first NF‐κB phase, but not loss of IκBα in the second phase (Fig 5D). In line with this, upregulation of the *bona fide* SASP component IL‐1α was not affected by proteasome inhibition (Fig 5D).

**Figure 5:**
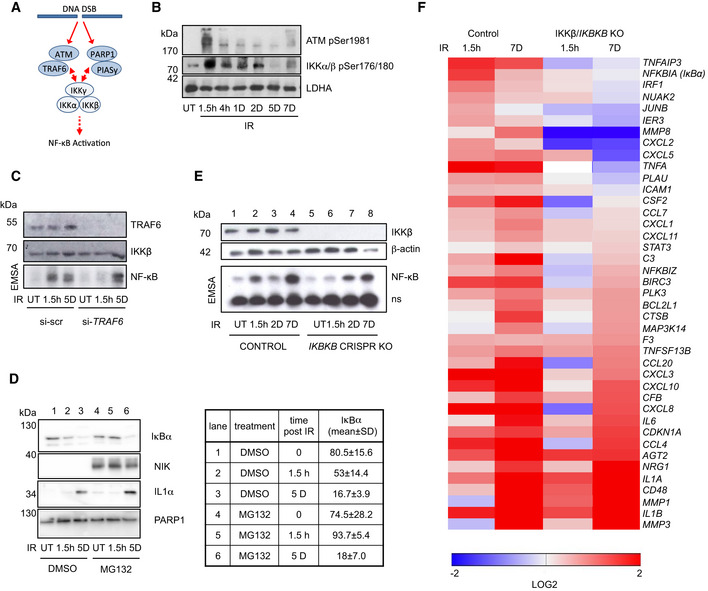
The second phase is IKK‐ and proteasome‐independent Diagram showing DNA double‐strand break (DSB) induced first‐phase NF‐κB activation through an ATM/TRAF6‐ and PARP1/PIASy‐dependent IKK activation mechanism (Wu *et al*, 2006; Stilmann *et al*, 2009; Hinz *et al*, 2010).SDS–PAGE Western blot of whole cell lysates of U2‐OS cells irradiated (20 Gy) at time points indicated prior to harvest. ut, untreated. LDHA. Representative gel shown from *n* = 4 biological replicates.U2‐OS cells transfected with *TRAF6* siRNA or scrambled control siRNA and TRAF6 and IKKβ levels analyzed by Western blotting (top panels). NF‐κB activity was determined by EMSA in untreated cells (ut) and after IR at indicated time points (lower panel). ns, unspecific band. Representative gels are shown from *n* = 2 biological replicates.U2‐OS cells were exposed to IR at indicated time points prior to harvest and analyzed by Western blotting for levels of IκBα, NIK, IL‐1α, and PARP1. Treatment with proteasomal inhibitor MG132 (10 μM) started 4 h prior to harvest. NIK serves as positive control for efficient proteasome inhibition. Quantitation from *n* = 4 biological replicates and SD is shown for IκBα (right panel). Brown–Forsythe ANOVA test: *P* = 0.0005.U2‐OS CRISPR *IKBKB* knockout and control cell lines were irradiated (20 Gy) and harvested at indicated time points. NF‐κB activity was analyzed by EMSA (lower panel). ns indicates an non‐specific band. Upper panel, Western blot analysis of actin and IKKβ. Representative gels shown from *n* = 3 replicates.Irradiated U2‐OS control and *IKBKB* knockout cells (as above) were analyzed by RT–qPCR at the time points indicated for expression of NF‐κB target genes identified by RNA‐seq (Dataset EV1). Significantly regulated targets, cutoff set at *P* = 0.05 (as determined by ANOVA with Tukey multiple comparison), are shown. Source data are available online for this figure.

We eliminated IKKβ using CRISPR/Cas9 (Fig 5E). Loss of IKKβ impeded only first‐phase NF‐κB activation (Fig 5E, lanes 2 and 6). Remarkably, IKKβ was not required for the second phase of NF‐κB activation (Fig 5E, lanes 4 and 8).

Our conclusion was further corroborated by identification of genes that depended on p65 expression (Fig 3B), yet showed unaltered expression in senescent cells with CRISPR mediated knockout of *IKBKB* (Fig 5F). These IKK‐independent genes encoded many *bona fide* SASP factors, such as IL8 and metalloproteinases MMP1 and 3 (Fig 5F, lower half of the panel). Likewise, siRNA‐mediated IKKγ depletion only diminished p65 nuclear translocation at 1.5 h, but not 5 days following IR (Appendix Fig S5C). To determine if *CHUK*/IKKα that regulates non‐canonical signaling might regulate SASP, we checked expression of select NF‐κB targets following *CHUK* knockdown (Appendix Fig S5D). No significant downregulation of most SASP genes was detected.

All these data substantiate that the second phase of NF‐κB activation is independent of the IKK cascade induced by DNA damage and independent of proteasomal destruction of IκBα.

## Discussion

Most NF‐κB activation pathways depend on IKKs (Hoffmann & Baltimore, 2006; Hinz & Scheidereit, 2014). Here we provide a physiologically relevant context for IKK‐independent activation of NF‐κB both in human cells lines and in murine models *in vivo*. We found that in DNA damage‐induced senescence of epithelial cells, two interconnected events comprising a decline in IKK phosphorylation and a drop in transcription of the inhibitor of the pathway, *NFKBIA* (IκBα), initiate a persistent, IKK‐independent activation of NF‐κB (Fig 6).

**Figure 6:**
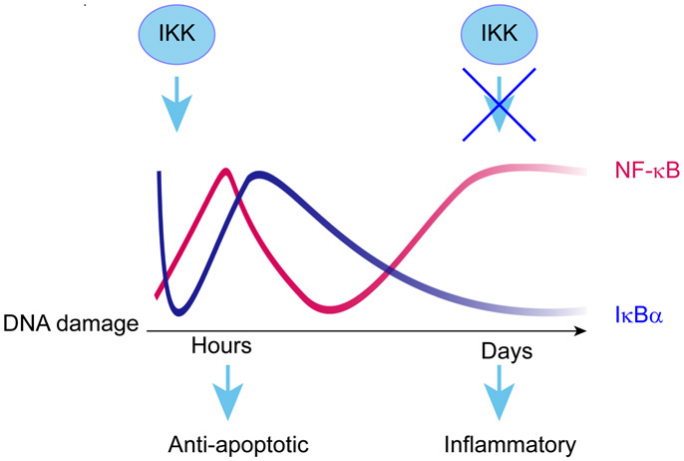
Schematic model of the two‐phase NF‐κB activation after DNA damage DNA damage triggers two phases of NF‐κB activation and two distinct transcriptomes: anti‐apoptotic and inflammatory. NF‐κB is rapidly activated through the known genotoxic stress‐induced IKK cascade, resulting in proteasome‐dependent IκBα degradation and expression of first‐phase target genes, including IκBα. NF‐κB activation in senescence is caused by a loss of IκBα expression through a largely IKK‐ and proteasome‐independent mechanism and drives SASP expression.

We and others have previously shown that irreparable DNA damage leads to cellular senescence and to SASP driven by NF‐κB (Rodier *et al*, 2009; Chien *et al*, 2011; Jing *et al*, 2011). However, since DNA damage triggers prompt activation of NF‐κB, whose immediate transcriptional targets do not feature SASP, it was not clear how NF‐κB could be responsible for two such drastically different transcriptomes arising from the same initial stimulus. 

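In the RNA-seq libraries of U2-OS cells at 1.5 h post-IR, the published SASP list of Fig 2E had a median log2 fold change of 0.04 against untreated cells (adjusted p = 0.160 from camera). Of these genes 22 rose, 6 were called higher and 2 lower, and the counts were the same adjusted over the list alone. Over the alternatives the adjusted p of this list ranged from 2.53e-05 with fry to 0.63, and the median was 0.12 without untreated replicate 5 and 0.02 without untreated replicate 2. CXCL8, which is not in this list, rose to 16.3 ± 1.80 CPM (SD, n = 5 libraries), a log2 fold change of 1.87 (standard error 0.14, adjusted p = 5.44e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL1A had a log2 fold change of 1.17 (standard error 0.23, adjusted p = 0.00121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and CXCL3 (ENSG00000163734) one of 1.08 (standard error 0.21, adjusted p = 0.000954 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the lane as a factor CXCL3 was not called, at 0.87 and an adjusted p of 0.16, the highest of a range from 2.46e-05. For IL6 the log2 fold change was -0.11 (standard error 0.47, adjusted p = 0.900 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), on 3 to 16 counts per library at 1.5 h, and it ranged from -0.34 to 0.28 with each replicate left out in turn. The lists of Dataset EV1C were chosen on these libraries. The 29 tested second-phase SASP genes had a median of 0.12 at 1.5 h (7 higher and 0 lower, adjusted p = 0.00269 from camera), and 0.20 with the 2 genes at or under 3 counts in both groups left out. Without untreated replicate 2 the median was 0.04 and without untreated replicate 4 it was 0.21. With the lane as a factor it was 0.18 (adjusted p = 0.144 from camera), the highest adjusted p of a range from 3.66e-08. The 8 genes listed as first-phase SASP had a median of 1.10 (8 higher, adjusted p = 3.70e-13 from camera). Their median was 1.84 at 7 days (7 higher, adjusted p = 1.34e-05 from camera). The 9 genes of the knockdown SASP had a median of 0.44 at 1.5 h (3 higher and 0 lower, adjusted p = 0.00129 from camera). With the lane as a factor it was 0.38 (adjusted p = 0.116 from camera), the highest adjusted p of a range from 1.14e-07. The 11 tested SIR genes had a median of 0.09 (2 higher and 0 lower, adjusted p = 0.172 from camera and 0.00477 from fry).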

Here we demonstrated both *in vivo* and *ex vivo* that a single dose of DNA damage sequentially activates two temporally and functionally distinct transcriptomes of NF‐κB, separated by a span of several days. An anti‐apoptotic first phase is driven by an ATM‐, PARP‐1‐, and TRAF6‐dependent IKK signaling cascade (Stilmann *et al*, 2009; Hinz *et al*, 2010), resulting in proteasomal destruction of IκBα. A pro‐inflammatory second phase occurs in senescence and comprises SASP (Fig 6). Importantly, we demonstrate that the second phase of NF‐κB and expression of the majority of the SASP genes are both IKK‐ and proteasome‐independent. A fraction of transcripts that were IKK‐dependent in senescence could be regulated in an alternative manner that does not require phosphorylation in the activation loop of IKKβ. Indeed, we have recently shown that basal activity of IKKβ suffices for its interaction with EDC4 (Enhancer of Decapping 4) and for post‐transcriptional stabilization and destabilization of scores of transcripts, including of *CXCL8* and *TNFA* (Mikuda *et al*, 2018). It is therefore possible that IKK‐dependent regulation of some SASP genes occurs at the level of their RNA stability. It is also possible that additional phosphorylation sites on IKK, not analyzed in this paper, contribute to its activation and to regulation of IKK‐dependent genes expressed in senescence.

Interestingly, absence of IKK at the instant of DNA damage abolishes only the first phase of NF‐κB activation, but does not affect the second phase. This suggests that the first phase is not required for the second, and that the changes accumulated over time activate distinct signaling pathways that enable the second phase of NF‐κB. In accordance with this, we show that post‐translational modifications on p65 contribute to the two distinct transcriptomes. IKK phosphorylates p65 on serine 536 within minutes following DNA damage, however in senescence a switch in phosphorylation from serine 536 to 468, and to recruitment of p65‐pSer468 to the *NFKBIA* locus, leads to repression of *NFKBIA*. GSK3β, which is hyperactive in senescence (Ye *et al*, 2007), phosphorylates p65 at Ser 468. However, inhibition of GSK3β did not completely reinstate IκBα expression, indicating that additional kinases and/or epigenetic changes may contribute to downmodulation of *NFKBIA* expression in senescence.

Silencing of *NFKBIA* in senescence results in IKK‐independent and persistent activation of NF‐κB (Fig 6). Consequently, the second phase can be mimicked without induction of DNA damage by inactivation of the *NFKBIA* gene, as we have shown in human cell cultures and the murine knockout model. Nonetheless, the gene expression repertoire of *NFKBIA* knockout or knockdown cell lines does not encompass the entire senescent inflammatory response likely because full‐featured senescence relies on activation of additional regulators including TORC1, MAPK, Toll like receptors, Notch1/TGF‐β, and C/EBPβ, and also on epigenetic changes that firmly establish proliferative arrest (Narita *et al*, 2011; Kolesnichenko *et al*, 2012; Serrano, 2012; Herranz *et al*, 2015; Hoare *et al*, 2016).

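In the knockdown libraries of U2-OS cells, the 29 tested second-phase SASP genes of Dataset EV1C had a median log2 fold change of 0.08 against untreated cells (6 higher and 4 lower, adjusted p = 0.172 from camera). It was 0.24 without untreated replicate 5 and 0.14 without untreated replicate 2, and the adjusted p ranged from 0.00726 with fry to 0.763 with the lane as a factor. The 11 tested SIR genes had a median of -0.05 (3 higher and 0 lower, adjusted p = 0.177 from camera and 9.44e-05 from fry), and of 0.00 with 1 gene at its bound. The 8 first-phase SASP genes had a median of 0.24 (3 higher and 1 lower, adjusted p = 0.350 from camera and 0.0142 from fry). All of these lists were chosen on the same libraries. The 9 knockdown SASP genes had a median of 2.63 at 7 days post-IR (7 higher and 1 lower, adjusted p = 0.000119 from camera). Compared directly, cells at 7 days and cells with the knockdown differed in 3857 genes, of which 2374 were higher and 1483 lower at 7 days. No lane held enough libraries of both groups for a comparison within a lane. Across the fits that each left out one replicate, the number of genes ranged from 3814 to 3895. CXCL8 was higher at 7 days than with the knockdown by a log2 fold change of 3.04 (standard error 0.14, adjusted p = 1.05e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL6 was higher by 2.77 (standard error 0.35, adjusted p = 8.77e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For both genes every library at 7 days lay above every knockdown library. The p53 targets had a median of 0.26 with the knockdown (3 higher and 0 lower, adjusted p = 0.000106 from camera), and CDKN1A a log2 fold change of 0.21 (standard error 0.051, adjusted p = 0.00291 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).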

It was previously suggested that in addition to promoting SASP, p65 reinforces cell cycle arrest in senescent Eμ‐myc lymphomas expressing the anti‐apoptotic protein Bcl‐2 (Chien *et al*, 2011). However, Bcl‐2 was also shown to attenuate cell cycle progression independently of its anti‐apoptotic functions (Zinkel *et al*, 2006). Our findings clearly demonstrate that although NF‐κB negatively regulates expression of several cell cycle genes, knockdown of p65 does not disturb the established cell cycle arrest in epithelial cells and murine model described here (Dataset EV1A–C). Furthermore, we did not observe establishment of senescence either in human cell lines bearing knockdown or knockout of *NFKBIA*, or in the murine mouse model. We therefore conclude that NF‐κB mediates only the inflammatory phenotype, but not the cell cycle arrest in senescence.

NF‐κB is constitutively activated in a variety of cancer types (Ben‐Neriah & Karin, 2011). Deletion of the *NFKBIA* gene or low expression of IκBα protein serves as a major mechanism of permanent NF‐κB activation in a non‐classical form of glioblastoma, where it is associated with poor prognosis in patients and resistance to proteasome and IKK inhibitors in clinical trials (Idbaih *et al*, 2011; Takeuchi & Nawashiro, 2011; Kinker *et al*, 2016; Raizer *et al*, 2016). Importantly, classical SASP factors and NF‐κB targets, such as IL‐8, IL‐6, and metalloproteinases are constitutively expressed in these tumors, where they are suggested to fuel tumor growth and invasion (Puliyappadamba *et al*, 2014). Our results imply that in the milieu of established senescence and concomitant loss of IκBα, inhibition of the IKK‐signalosome or the proteasome would be ineffective in suppressing SASP in tumor therapies. On a positive note, direct inhibition of NF‐κB would inhibit detrimental SASP, while leaving the cell cycle arrest intact.

## Materials and Methods

### Transfection/transduction

pTRIPz clones IκBα, p65, IKKβ, and IKKy and Scrambled or pGIPZ‐IκBα and pGIPZ‐scrambled (Dharmacon, Lafayette, USA) were transfected into HEK293T cells and supernatant used for transduction as described in manufacturer's protocol (http://dharmacon.gelifesciences.com/uploadedfiles/resources/ptripz‐inducible‐lentiviral‐manual.pdf). Clonal selection was performed using puromycin. Doxycycline hydrochloride was added daily (2 µg/ml, Sigma). Unless specified otherwise, Dox treatment was done for 5–6 days prior to harvest. As controls, cells inducibly expressing scrambled shRNAs were treated with Dox.

CRISPR knockout cells were generated as described previously (Mikuda *et al*, 2018).

#### Preparation of murine tissues from *in vivo* experiments

All mouse protocols in this study followed the regulatory standards of the governmental review board (Landesamt Berlin), Reg. G007/08, G‐0029/15, G 0082/13, G0358/13, and X9013/11). B6;129P2‐Nfkbia^tm1Kbp^ and Tg(Vil‐cre)20Syr) mice were sacrificed at 5 or 8 weeks of age. Additionally, 12‐ to 16‐week‐old C57Bl6/N female mice were sacrificed either 1.5 h or 7 days post‐whole‐body IR (5Gy).

#### Nuclear cytoplasmic fractionation, Western Blot analysis, and EMSA

Nuclear cytoplasmic fractionation, Western Blot analysis, and EMSA performed as described previously (Mikuda *et al*, 2018).

#### *In situ hybridization*

*In situ* hybridization was performed as described previously (Schmidt‐Ullrich *et al*, 2001).

#### Antibody array

Proteome profiler (R&D Systems) antibody array was performed on 1 ml of culture medium according to manufacturer's protocol. Quantitation was performed with FusionCapt Advanced software.

#### Kinase array

(R&D Systems) was performed on nuclear lysates according to manufacturer's protocol. Quantitation was performed with FusionCapt Advanced software.

#### Quantitative RT–PCR

Quantitative RT–PCR (RT–qPCR) was performed using the CFX96 Real Time System (Bio‐Rad) and GoTaq® qPCR Master Mix (Promega), using a minimum of two reference genes (*TBP, Rpl13a, HRTP1*).

#### RNA‐seq

RNA samples were prepared in quintuplicates and extracted using Trizol reagent according to manufacturer’s instructions (Thermo Fisher). Stranded mRNA sequencing libraries were prepared with 500 ng total RNA according to manufacturer’s protocol (Illumina). The libraries were sequenced in 1 × 100 + 7 manner on HiSeq 2000 platform (Illumina).

#### Antibodies

For a list of antibodies, See Table EV2.

## Author contributions

Conceptualization: MK, CS; Data curation: WS; Formal analysis: MK, BU, EK, UEH; Funding acquisition: CS; Investigation: MK, NM, EK, MH, ABT, MM; Project administration: MK; Resources: CAS, CS, RS‐U, SL, AA; Supervision: CS; Validation: IK, MW, SJ, LH, KS; Visualization: MK, NM, EK, CS, Writing original draft: MK; Writing—review & editing: CS, MK, CAS, RSU, UEH, EK.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

## Data Availability

The RNA‐seq data from this publication have been deposited to the GEO database (www.ncbi.nlm.nih.gov/geo) and assigned the identifier GSE158743 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158743).

# Supplementary material for: Transcriptional repression of NFKBIA triggers constitutive IKK‐ and proteasome‐independent p65/RelA activation in senescence
**Source:** EMBO J. 2021 Jan 18;40(6):e104296. doi: 10.15252/embj.2019104296
**Supplement:** Supplementary file 6 — Source Data for Figure 1

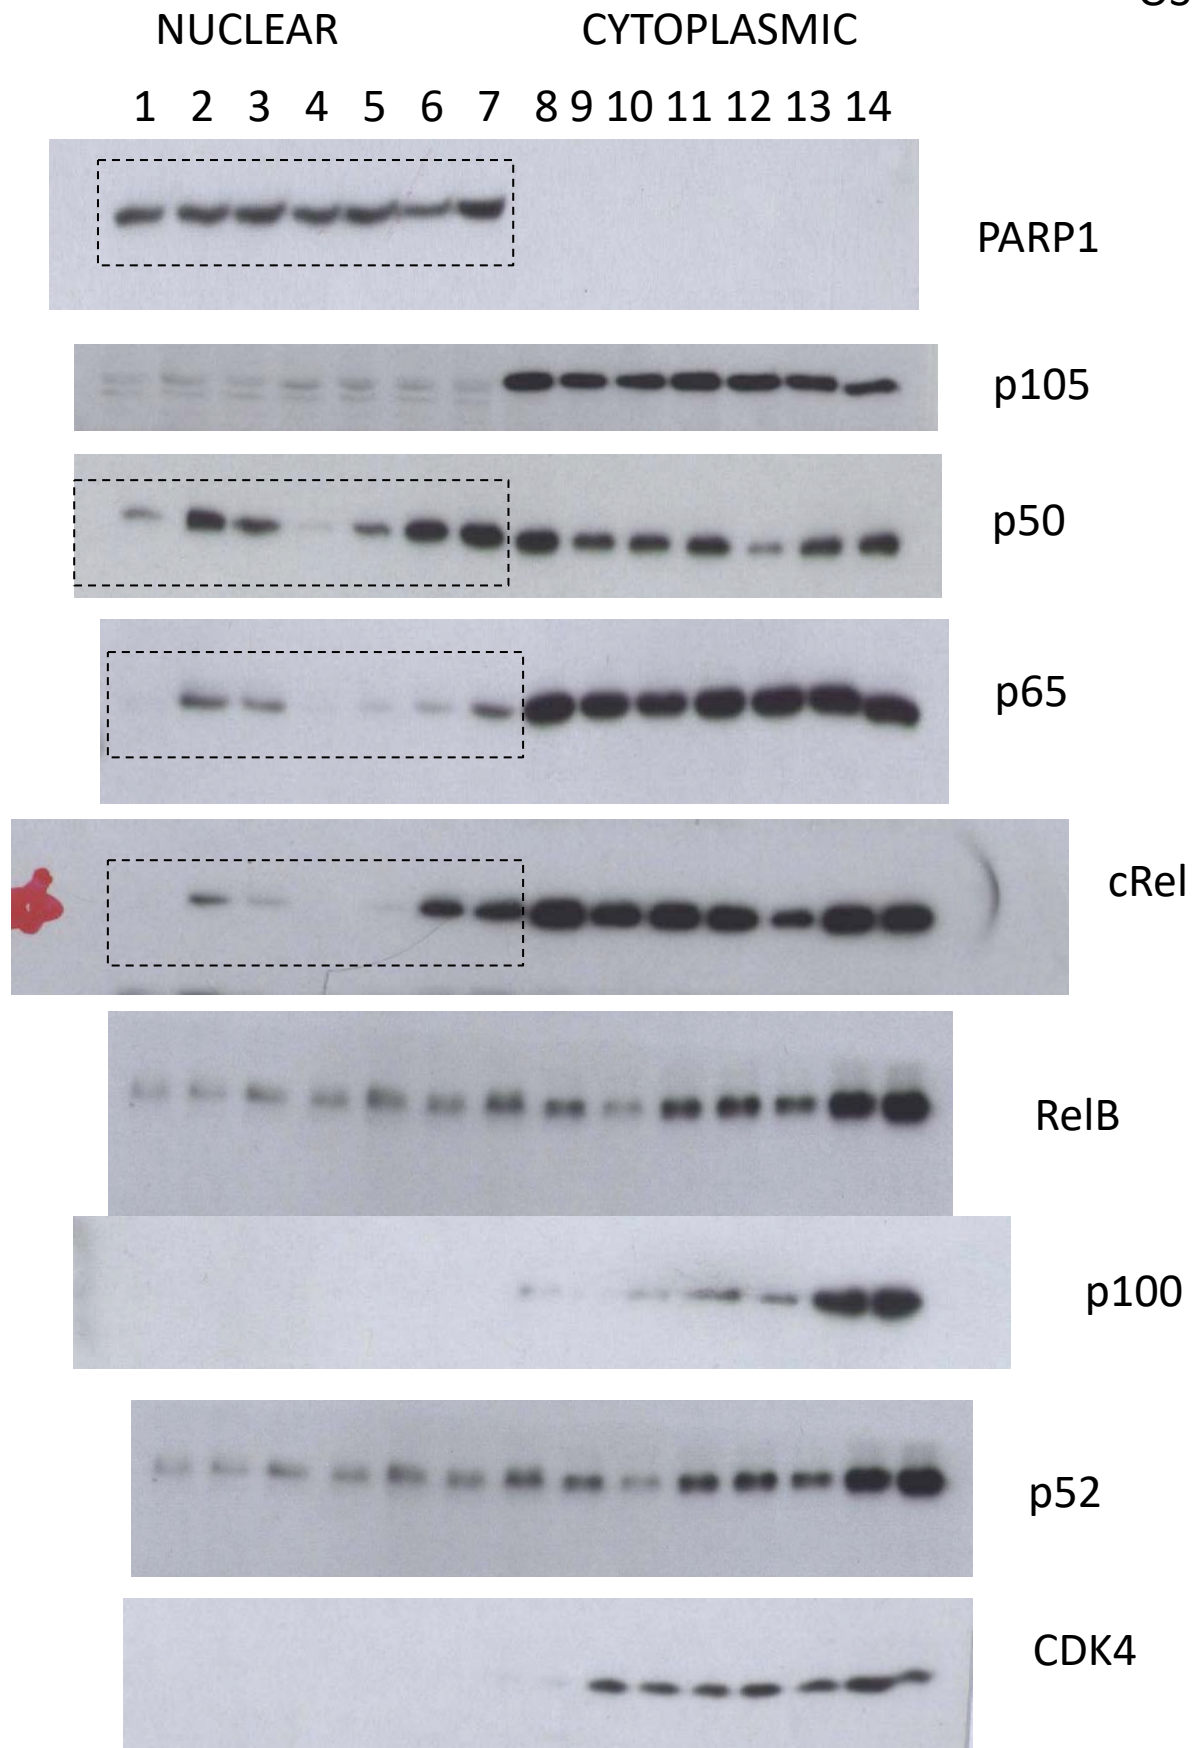

Uncropped blots used for Fig 1B. Also shown loading and fractionation controls (CDK4 for cytoplasmic, and PARP1 for nuclear). Non-canonical subunits are also shown as well as precursors (p105 (for p50 and p100 for p52)).

# Supplementary material for: Transcriptional repression of NFKBIA triggers constitutive IKK‐ and proteasome‐independent p65/RelA activation in senescence
**Source:** EMBO J. 2021 Jan 18;40(6):e104296. doi: 10.15252/embj.2019104296
**Supplement:** Supplementary file 9 — Source Data for Figure 4

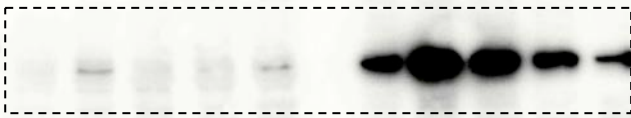

p65 pSer536

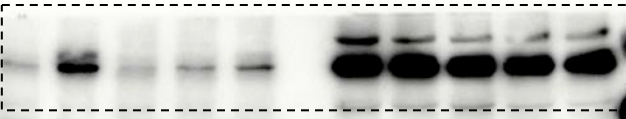

p65

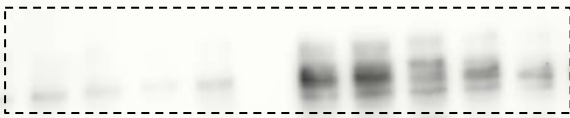

p65 pSer276

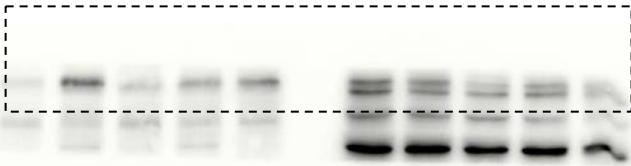

p65 pSer468

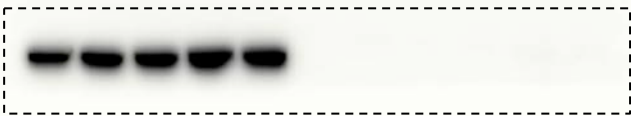

PARP1

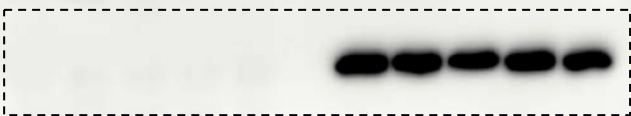

LDHA

Uncropped blots used for Fig 4A. Also shown loading and fractionation controls (LDHA for cytoplasmic, and PARP1 for nuclear fraction).

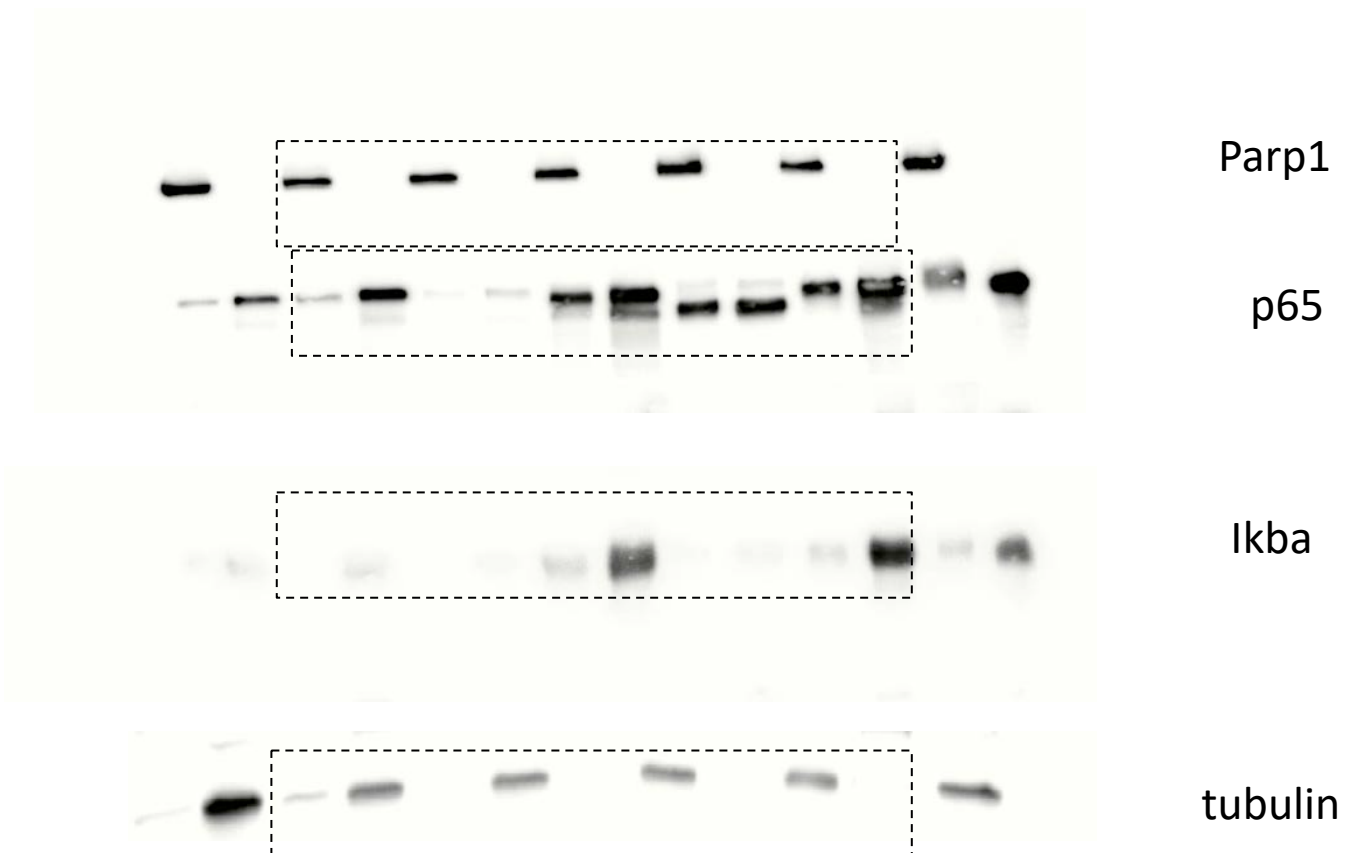

Uncropped blots used for Fig 4B. Also shown loading and fractionation controls (tubulin for cytoplasmic, and Parp1 for nuclear fraction).

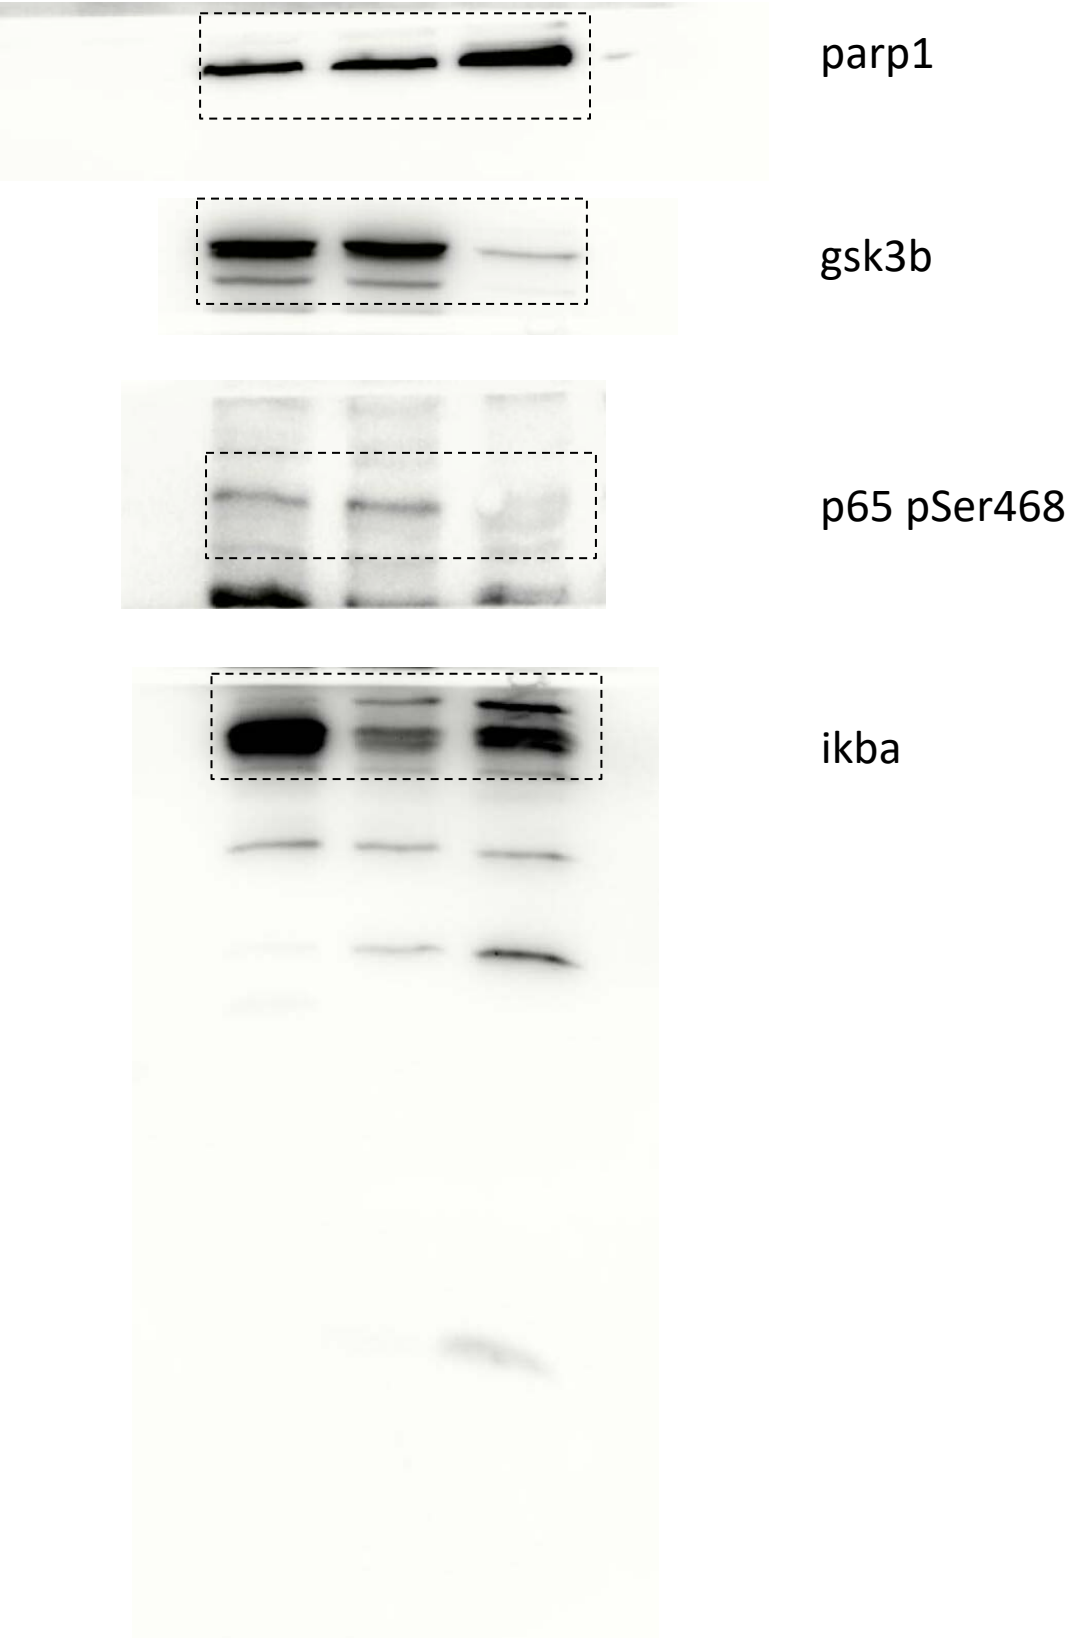

Uncropped blots used for Fig 4E. Also shown loading and fractionation control (Parp1 for nuclear fraction).

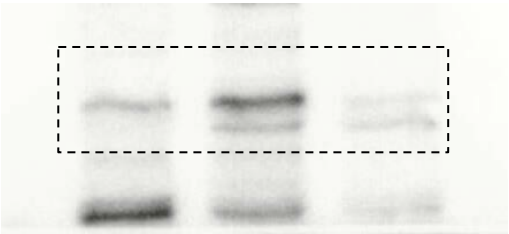

p65 pSer468

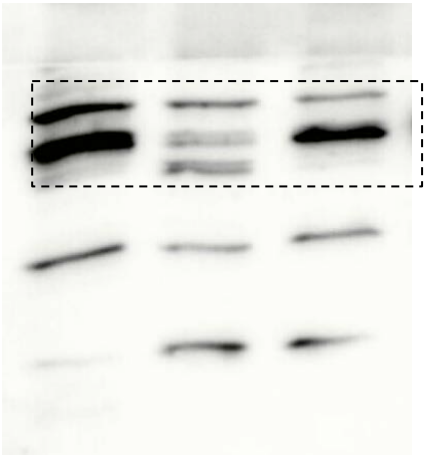

IκBα

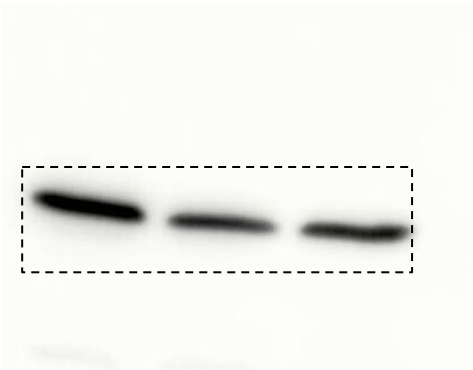

LDHA

Uncropped blots used for Fig 4F. Also shown loading control LDHA.

# Supplementary material for: Transcriptional repression of NFKBIA triggers constitutive IKK‐ and proteasome‐independent p65/RelA activation in senescence
**Source:** EMBO J. 2021 Jan 18;40(6):e104296. doi: 10.15252/embj.2019104296
**Supplement:** Supplementary file 10 — Source Data for Figure 5

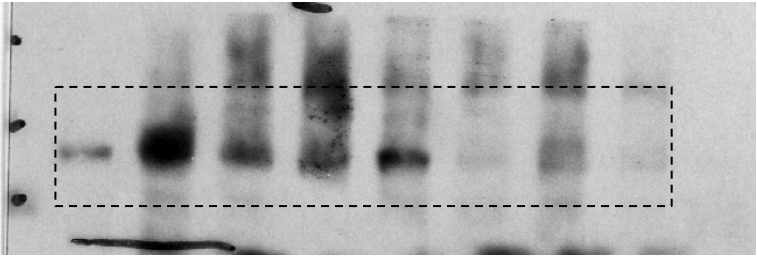

IKK $\alpha$ / $\beta$  pSer 176/180

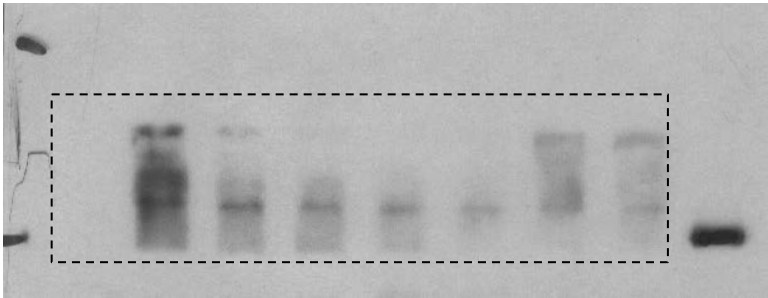

ATM pSer 1981

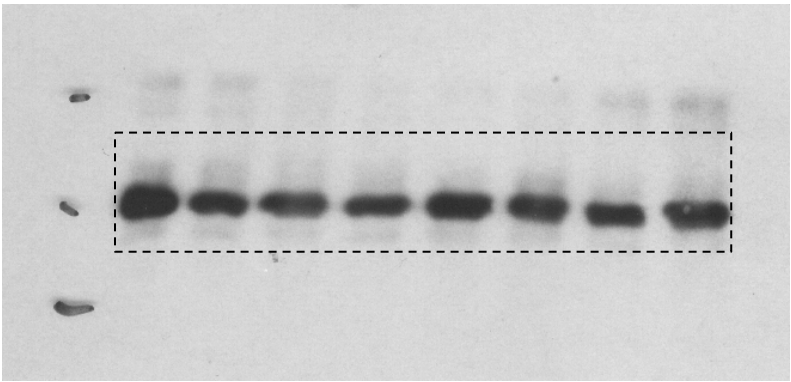

LDHA

Uncropped films used for Fig 5B. Also shown loading control LDHA.

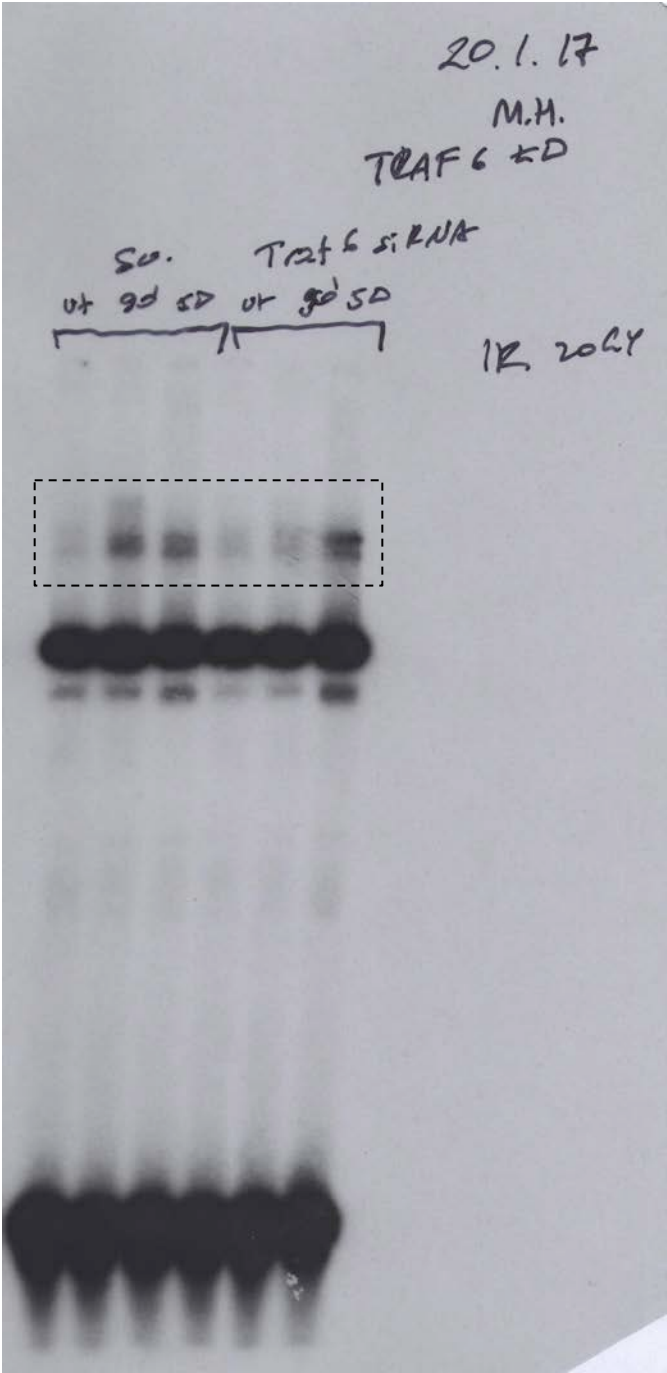

NF-kB EMSA

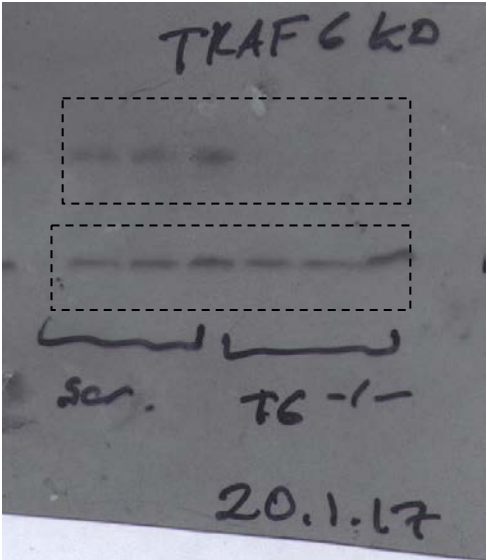

TRAF6-WB

Uncropped X-ray film (EMSA) and TRAF6 blot used for Fig 5C.

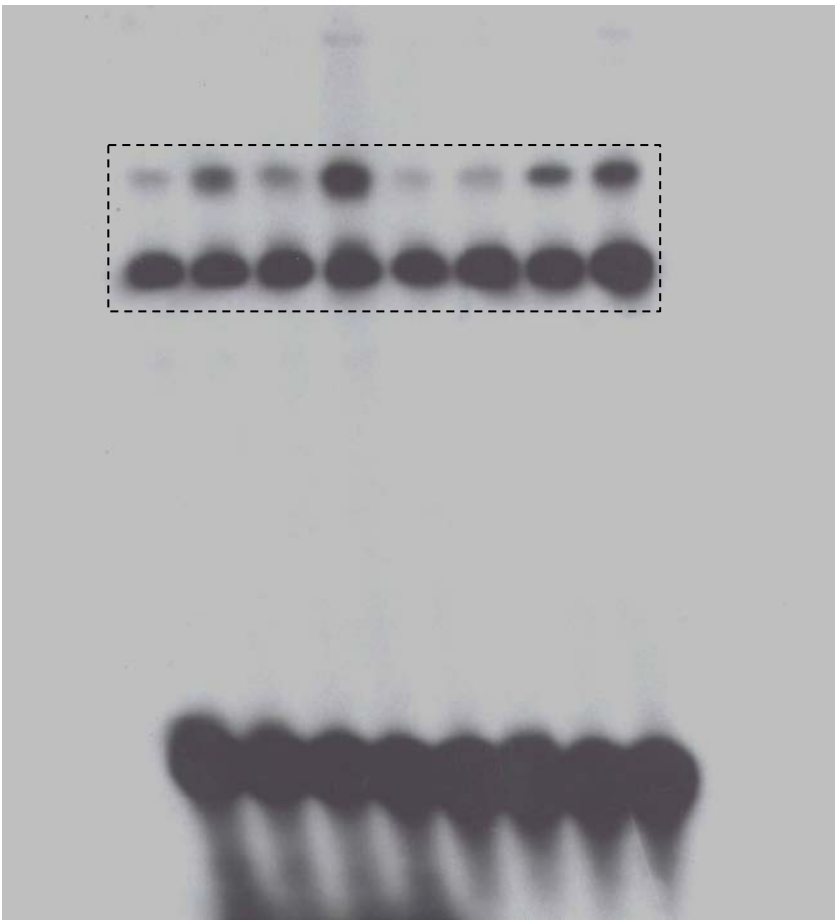

EMSA *IKBKB*  
CRISPR ko

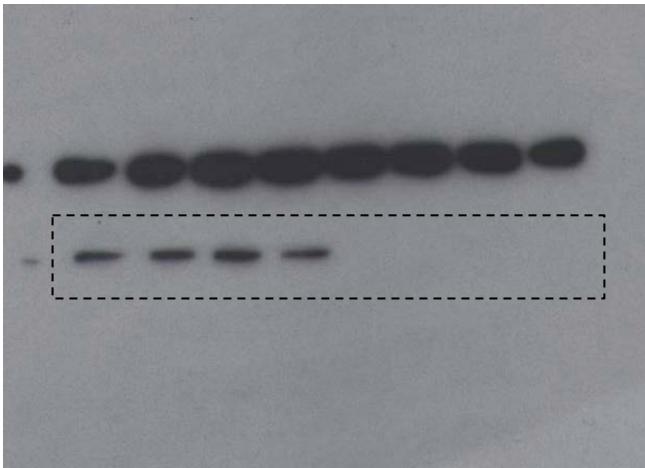

Ikk $\beta$

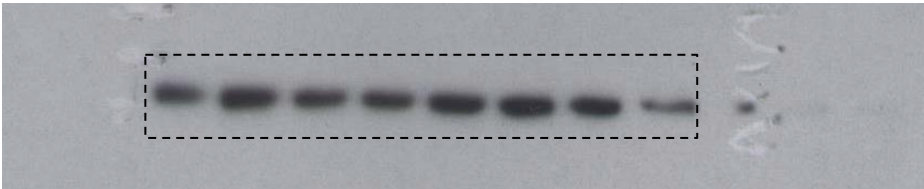

β-Actin

Uncropped X-ray film (EMSA) and blots used for Fig 5E. Also shown loading control β-Actin.

How the deposited data were processed for this re-analysis (not part of the article)

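RNA-seq data of U2-OS cells were re-analysed from the read counts that the authors deposited for 20 libraries, 5 biological replicates in each of 4 groups. The groups were untreated cells, cells at 1.5 h and at 7 days after irradiation with 20 Gy, and non-irradiated cells with an shRNA against NFKBIA. The labels give the first time point as 90 minutes. According to the methods, stranded mRNA libraries were made from total RNA and sequenced as single reads on an Illumina HiSeq instrument. The deposited table holds whole numbers that differ in total between libraries, for 20314 genes, and was read as raw counts without normalization. Of these genes 1679 had no symbol and 1217 had 0 counts in all libraries. The paper's text names neither the aligner, the genome build and annotation nor the setting for strand, so that counts of overlapping genes and of paralogs can include reads of each other. All 20 libraries were used, and all values in the table belong to one of them.

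Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were left out by filterByExpr with a minimum count of 10, and library sizes were scaled by TMM. For the 14992 genes tested, 1 quasi-likelihood model with a term for each group and no covariate was fitted to all libraries. Each irradiated group and the knockdown were compared with the untreated libraries, and the 7 days libraries also with those at 1.5 h and with the knockdown. The p values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called higher or lower with a log2 fold change above 0.5 in size and an adjusted p under 0.05. Standard errors of log2 fold changes were computed from the F statistic of the test. Single genes were also compared by an exact permutation test of log2 CPM, for which 0.00794 is the smallest two-sided p with 5 libraries against 5. Log2 CPM used a prior count of 2. Where all libraries of a group had 3 counts or fewer, the fold was computed against 3 counts and given as a lower bound.

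Counts of overlapping genes were set against the hypergeometric expectation with Bonferroni correction for 3 overlaps, 10000 random lists matched on mean expression, and simulations that kept the measured untreated libraries. These comprised 10 simulations of unchanged groups and 20 in which the measured effects were dealt to other genes of like expression. In a further check the untreated libraries were divided between the comparisons in 20 ways.

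Lists of genes were tested with cameraPR of limma 3.58.1 with a preset inter-gene correlation of 0.01, and beside it with fry and with camera at an estimated correlation. The p values of 39 list tests were adjusted together. The published SASP list came from the source data of Fig 2E, the NF-κB targets from Dataset EV1B, the SASP and SIR lists from Dataset EV1C, and the cellular senescence list from Appendix Fig S3C. The NF-κB feedback genes, p53 targets, proliferation genes, interferon-stimulated genes and immediate early genes were written from general knowledge. The apoptosis regulators were picked from Dataset EV1B after the paper's fold changes had been read. Of the Dataset EV1B genes, 21 are also in the Fig 2E list, as are 22 of the second-phase SASP genes. Dataset EV1A was held only in part and was not used here.

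The groups, comparisons, thresholds and gene lists, the tests except those that the text names as chosen or counted after a result was seen, and the alternatives except those named as later, were chosen before the data were examined. The genes named in the text were taken from those that the paper names for these cells, the lists and the largest changes of each comparison. Which of these genes are printed was picked after their values were seen. CDKN2A had too few counts to be tested.

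Alternatives were computed one at a time. They were RLE and upper-quartile factors and library size alone in place of TMM, DESeq2 1.42.0 without and with a prior on the log2 fold changes, no filter and a filter of at least 10 counts in every library, a fit of only the groups compared, the replicate number or the sequencing lane as a factor, other corrections of p and thresholds on the fold change, and leaving out each library in turn. DESeq2 with the prior and no filter, on all groups and on only the groups compared, was added after seeing the data. For each comparison of groups, 100 splits of its 10 libraries, the observed one included, were fitted in the same way.

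The tests were first tried on simulated data with known changes in 200 genes. The edgeR test called 186 of these and 2 unchanged genes, and the DESeq2 test 188 and 8. Of 20 raised lists the set test found 20, and of 20 unchanged lists it called none. GENCODE 29 was used for the order of genes along chromosomes, gene overlaps and GC content, and 14748 of the genes tested had an identifier in it. Whether it was the annotation used by the authors is not known. Figures were drawn with matplotlib 3.10.9.

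The libraries held between 22535659 and 40390961 counts on genes. At this depth IL6, MMP1 and MMP3 had few counts in untreated cells, and changes in them are known with less precision than those of NFKBIA. The reads carry no molecular identifiers, and precision was therefore taken from the spread between replicates.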

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

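In this part, the count of outlying genes per library, the spread around the other replicates and the comparison of untreated replicate 5 with other libraries of its lane were added after single libraries had been seen to lie apart, and no other test was chosen only after its result was seen.

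The time points after irradiation differed in genes of the NF-κB pathway when compared directly. At 7 days against 1.5 h post-IR, the log2 fold change was -1.42 for NFKBIA, -0.87 for TNFAIP3, 1.78 for CXCL8 and 3.06 for IL1A. For each of these genes the 5 libraries of one time point lay on one side of the 5 of the other. In a fit of these 10 libraries alone 4391 genes differed, and 1 of 100 splits, the observed one, gave as many. A difference between sequencing lanes is argued against by lane 4, which held 2 libraries of each time point and gave 4349 genes and -1.51 for NFKBIA. Lanes 3 and 4 of the 1.5 h group differed in 0 genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and in 51 at an unadjusted p. The time since irradiation stays as the explanation that the design names, and it may include differences in culture that go with time.

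Untreated replicate 5 lay far from the other untreated libraries. Its TNFAIP3 value was 25.0 CPM, with the others between 16.3 and 17.9, and its RELA value was 216 CPM, with the others between 115 and 121. It was the outlying library in 1899 genes, or 12.7% of those with counts, where 1% would be expected by chance and the other 19 libraries had between 0.107% and 3.62%. The spread of its log2 values around the other replicates was 0.485, and between 0.0654 and 0.339 in the others. It had the lowest depth, with 22535659 counts. Thinned to that depth, the other untreated libraries had a spread of at most 0.34, which argues against low depth as the whole explanation. It was also the only untreated library in lane 3, with 3 libraries at 1.5 h. The 2960 genes shifted by over 0.5 in replicate 5 against the other untreated libraries had a median shift of 0.70 in its direction, on the log2 scale. In the lane 3 libraries at 1.5 h the same genes had a median shift of 0.06 against those untreated libraries and of -0.01 against the lane 4 libraries at 1.5 h. This argues against an effect common to the libraries of lane 3. The preparation of this library and a difference between cultures were not separated by any value here, and no biological explanation was tested.

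Other single libraries lay apart from the 4 others of their group. GDF15 was at 38.5 CPM in replicate 1 at 7 days (others 48.0 to 51.7), IL6 at 2.40 CPM in replicate 4 at 7 days (1.55 to 1.72) and RELA at 118 CPM in replicate 5 at 7 days (122 to 123). PYHIN1 was at 0.182 CPM in replicate 2 of the knockdown (0.106 to 0.12). In replicate 5 at 1.5 h, CXCL14 was at 58.8 CPM (43.9 to 47.2) and BIRC3 at 101 CPM (86.1 to 88.7). Replicate 1 at 1.5 h had the highest total of its group, with 39546228 counts. By Dixon's criterion 9 of 108 groups of values had such a library, where 5.4 would be expected by chance. TMM scaling removes a difference in total counts from the comparisons. For these libraries no biological explanation was tested.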

How the results depend on the processing

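No test in this part was chosen only after its result was seen, apart from the DESeq2 fits named as added after seeing the data. The log2 fold changes of NFKBIA at 1.5 h and with the knockdown kept their direction and stayed past the thresholds under every alternative computed. So did the medians at 7 days of the SASP list of Fig 2E and of the NF-κB targets of Dataset EV1B, judged by the adjusted p.

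With Bonferroni correction, 199 genes were higher and 57 lower at 1.5 h in place of 312 and 236, and 1396 were lower at 7 days in place of 2152. With the knockdown 355 were higher and 544 lower in place of 777 and 1129, and 2506 differed between 7 days and the knockdown in place of 3857. The overlaps of the genes called higher were 173 between 7 days and the knockdown (467), 104 between both time points (182) and 17 between 1.5 h and the knockdown (39).

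Without a threshold on the fold change, 1657 genes were higher and 1534 lower at 1.5 h, 4935 and 4685 at 7 days, and 2921 and 3157 with the knockdown. In the direct comparisons 8609 genes differed between 7 days and the knockdown and 9131 between 7 days and 1.5 h. In the order given above, the overlaps were 1869, 947 and 660. With a threshold of 1 on the log2 scale, 65 genes were higher and 25 lower at 1.5 h, 1146 and 680 at 7 days, and 217 and 307 with the knockdown. The direct comparisons then gave 1531 and 1626 genes, and the overlaps were 124, 45 and 7. These counts follow from a stricter or looser definition of a call.

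Scaling by RLE factors left every count within 1.5 times its value, as did upper-quartile factors and library size alone. Library size alone moved the split with the knockdown to 971 higher and 924 lower. It also reversed the log2 fold change of NFKBIA at 7 days (0.03), the median of the interferon-stimulated genes at 1.5 h (0.02) and that of the apoptosis regulators with the knockdown (0.04). The latter was 0.01 with upper-quartile factors, 0.01 with at least 10 counts in every library and 0.03 in the fit of only the groups compared. Against TMM, library size alone moved the median of all genes tested by 0.02 at 1.5 h, 0.05 at 7 days and 0.06 with the knockdown, on the log2 scale. Upper-quartile factors moved it by 0.03 with the knockdown. Shifts of this size in all genes are enough to reverse these values, all near 0, under library size alone and upper-quartile factors. For the reversals under the filter and in the fit of only the groups compared, the cause was not tested.

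The filter of at least 10 counts in every library left 25 genes in the overlap of 1.5 h and the knockdown, from fewer genes tested, and gave a correlation of 0.449 between 7 days and the knockdown in place of 0.387. It gave no value for IL6, IL1A, MMP1, MMP3, PYHIN1 or ENOX1, which have libraries with fewer counts. Without a filter IGFBP7 had a log2 fold change of -0.02 at 7 days in place of 0.02. In the fit of only the groups compared, 94 genes were lower at 1.5 h and the correlation was 0.454. DESeq2 with a prior, no filter and only the groups compared, added after seeing the data, gave 78 genes lower at 1.5 h, 21 in the overlap of 1.5 h and the knockdown and -0.01 for IGFBP7 at 7 days. The cause was not tested.

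With fry in place of camera, 10 more tests had an adjusted p under 0.05. These were the SASP list at 1.5 h (median 0.04, adjusted p = 2.53e-05) and with the knockdown (0.16, 1.10e-06), the NF-κB targets with the knockdown (-0.08, 1.19e-06), the second-phase SASP with the knockdown (0.08, 0.00726) and the immediate early genes at 7 days (0.17, 0.00153). Over all alternatives these adjusted p values reached 0.63, 0.63, 0.459, 0.763 and 0.688. The others were the first-phase SASP with the knockdown (0.0142), the SIR genes at 1.5 h (0.00477) and with the knockdown (9.44e-05), and the cellular senescence list at 1.5 h (5.10e-06) and with the knockdown (5.98e-09), the last also with an estimated correlation (0.0286). Fry, as used here, tests a list for a shift in a common direction without regard to the other genes. Camera tests it against the other genes.

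The sequencing lane as a factor gave 1781 genes higher and 2039 lower at 1.5 h, 1994 and 2094 with the knockdown, and overlaps of 1417, 1242 and 1106 in the order given above. The correlation with 7 days was 0.684 for the knockdown and 0.723 for 1.5 h. NFKBIA at 7 days had a log2 fold change of -0.54, with an adjusted p of 0.0207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the lowest of a range up to 0.996. The log2 fold change was -0.07 for TNFAIP3 at 7 days and 0.03 for CCL20 with the knockdown, and the median of the immediate early genes at 7 days was -0.02, all reversed. The NF-κB targets at 1.5 h had a median of 0.16 with an adjusted p of 0.118 from camera, the highest of a range from 3.69e-12. In this fit untreated cells are linked to the other groups through untreated replicate 5 alone, and the standing of that library enters each comparison.

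With the replicate block, in which the replicate number 1 to 5 was a factor, 310 genes were higher and 186 lower at 1.5 h, 2534 and 2094 at 7 days, and 777 and 1072 with the knockdown, and no call of a named gene or list changed. The numbers do not pair the libraries. Over 30 pairs of equal number in different groups, the correlation of deviations from the group mean had a median of -0.042 (from -0.567 to 0.398), and 7 pairs were over 0.1.

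Across the fits that each left out 1 replicate, the genes lower at 1.5 h ranged from 157 to 343. The lowest count was that without replicate 2 at 1.5 h. NFKBIA at 7 days ranged from -0.11 to 0.09 and was above 0 only without untreated replicate 5. Ranges that crossed 0 were also found for IL6 at 1.5 h (-0.34 to 0.28) and with the knockdown (-0.41 to 0.24), RELA at 7 days (-0.25 to 0.03), IGFBP7 at 7 days (-0.06 to 0.06) and CCL20 with the knockdown (-0.21 to 0.01). The medians of the apoptosis regulators with the knockdown (-0.10 to 0.04) and of the interferon-stimulated genes at 1.5 h (-0.04 to 0.03) crossed 0 as well. Other counts moved less. The genes higher at 1.5 h ranged from 284 to 346, those at 7 days from 2420 to 2630 higher and 2138 to 2337 lower, and those with the knockdown from 723 to 913 higher and 1039 to 1344 lower. The overlap of 7 days and the knockdown ranged from 430 to 546 and their correlation from 0.367 to 0.41.

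For single genes other than NFKBIA against untreated cells, and for the lists other than the SASP list of Fig 2E and the NF-κB targets, 850 values under alternatives other than leaving out a library had the same direction and side of the threshold, 19 were weaker, 7 stronger and 10 reversed. For IL6, with at most 16 counts per library in untreated cells, at 1.5 h and with the knockdown, the standard errors were 0.47 and 0.49 on the log2 scale. The depth limits what can be said there, and a change within the confidence interval was not detectable.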

Differences from the paper's values

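The number of genes called higher both at 7 days post-IR and with NFKBIA knockdown was 467, against about 270 in Fig 2C, read by eye. Of the alternatives set before the data were examined, the filter of at least 10 counts in every library (327) and the fit of only the groups compared (380) gave counts within 1.5 times the paper's, and the others did not. DESeq2 with a prior, no filter and only the groups compared gave 362, and was chosen after seeing the values.

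The paper states that senescent cells lose NFKBIA mRNA. Here the log2 fold change of NFKBIA at 7 days was -0.02. It was called lower only with the sequencing lane as a factor, at -0.54 with an adjusted p of 0.0207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the lowest of a range up to 0.996 over the alternatives.

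Of the 9 genes that Dataset EV1C lists as SASP factors of the knockdown, 8 rose here and 7 were called higher. MMP3 is listed there and was not the only one without a call. Here its log2 fold change was 0.92 (adjusted p = 0.0956 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over the alternatives the adjusted p ranged from 0.0268 to 0.249. It was called by DESeq2 without shrinkage (0.92, adjusted p = 0.0289) and with a prior (0.62, adjusted p = 0.0439), and without untreated replicate 4 (1.32, adjusted p = 0.0268). DESeq2 with a prior and no filter, chosen after seeing the values, also called it (0.61, adjusted p = 0.0497).

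Dataset EV1C lists IGFBP7 among the second-phase SASP factors. Here its log2 fold change at 7 days was 0.02 (adjusted p = 0.86 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p ranged from 0.0855 to 1 over the alternatives, none of which called it.

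The paper states that the immediate transcriptional targets of NF-κB after DNA damage do not include SASP factors. Here 6 of the 39 tested factors of the Fig 2E list were called higher at 1.5 h, and CXCL8, which is not in that list, had a log2 fold change of 1.87. Dataset EV1C itself lists 8 genes as first-phase SASP.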

Other observations

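In this part, the follow-up tests of technical causes for lists of genes with the knockdown (1 untreated library, the lane, a response to the shRNA, NFKBIA itself left out) and the check for a few genes taking most of the counts were chosen only after the result was seen.

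For each comparison with the untreated libraries, 1 of 100 splits, the observed one, gave as many genes past the thresholds. Fits of only the 10 libraries of a comparison, which were used for these splits, called 380 genes at 1.5 h, 4488 at 7 days and 1642 with the knockdown. The same held for the 3846 genes that differed between 7 days and the knockdown. The SASP list of Fig 2E had as small a p in 8 of 100 splits at 1.5 h, in 1 at 7 days and in 2 with the knockdown. For the NF-κB targets of Dataset EV1B it was 1 split at 1.5 h, 1 at 7 days and 10 with the knockdown.

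For the genes that differed at 7 days, technical explanations were tested. The 5 highest genes of a library held at most 2.5% of its counts. After removal of the trend on GC content and gene length, 87.8% of the calls stayed past the threshold on the fold change. This trend explained 2.00% of the variance at 7 days, 3.21% with the knockdown, where 86.7% of the calls stayed, and 11.3% at 1.5 h, where 74.0% stayed. GC content and length thus may account for part of the calls at 1.5 h. Between lanes 4 and 5 of the 7 days group, 0 genes passed the adjusted threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 68 the unadjusted one. These values argue against each of these as the whole cause. Lane effects that separate lane 2 from the others are not covered by this comparison. For the knockdown, copy number differences between the cell lines were tested on blocks of 25 neighbouring genes. The spread of block means was 1.36 times that for shuffled gene order with the knockdown, 1.65 times at 1.5 h and 1.32 times at 7 days. Irradiated cells of the same line thus gave ratios on either side of that with the knockdown. The spread of block means itself was 0.115 with the knockdown, 0.0864 at 1.5 h and 0.177 at 7 days. These values do not set the knockdown apart and cannot exclude copy number, and a change in a single region stays open.

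The genes higher both at 7 days and with the knockdown were compared with what the shared untreated libraries alone give. With effects dealt to other genes in simulated libraries the overlap was at most 351, against 467 observed. With the measured untreated libraries divided between the comparisons the ratio to the expected overlap was at least 2.61. The shared libraries thus could not account for all of the overlap in these tests.

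The NF-κB feedback genes were lower with NFKBIA knockdown. Dataset EV1B gives a knockdown value for 10 of them, 8 below 0 and 2 above. Their median log2 fold change was -0.30 (2 higher and 6 lower, 5 of 20 rose, adjusted p = 0.0237 from camera), and over the alternatives the adjusted p ranged from 8.67e-05 to 0.181, the latter with an estimated correlation. Without NFKBIA, the target of the shRNA, the median of the other 19 genes was also -0.30, with 5 lower. TNFAIP3 fell by 0.52 on the log2 scale (standard error 0.096, adjusted p = 0.000203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell by 0.42 without untreated replicate 5, by 0.49 under upper-quartile factors, by 0.46 with library size alone and by 0.49 under DESeq2 with a prior, no filter and only the groups compared, added after seeing the data, all under the threshold. Its adjusted p ranged from 1.66e-06 to 0.00492 over the alternatives. BIRC3 had a log2 fold change of -0.72 (standard error 0.084) and CCL2 one of -1.19 (standard error 0.11). A single untreated library is argued against as the whole cause, since the list median was at most -0.15 with any of them left out, the highest value being that without untreated replicate 5. With the sequencing lane as a factor the median was -0.82. No lane held untreated and knockdown libraries together, so that a lane difference stays open. No biological explanation was tested.

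Proliferation genes fell with the knockdown, with a median of -0.37. All 36 fell, 6 were called lower, and the adjusted p was 1.2e-14 from camera. The median was at most -0.36 with any untreated library left out, which argues against a single library. It was -0.22 with the lane as a factor, and a lane difference stays open. Interferon-stimulated genes had a median of 0.20 with the knockdown (9 higher, 25 of 32 rose, adjusted p = 2.99e-05 from camera). Over the alternatives the adjusted p ranged from 1.58e-09 to 0.0779, the latter with the lane as a factor. The median was at least 0.17 with any untreated library left out and 0.23 with the lane as a factor. A response to the shRNA itself may explain this rise of 0.20, since no control shRNA is among the 20 libraries, and neither it nor the lane can be told apart from loss of IκBα.

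At 1.5 h the interferon-stimulated genes had a median of -0.01 (0 higher and 0 lower, also at an unadjusted p, adjusted p = 0.666 from camera). With the knockdown, the immediate early genes had a median of -0.30 (0 higher, also at an unadjusted p, and 5 lower, adjusted p = 0.000839 from camera), with a range up to 0.0703, with an estimated correlation, over the alternatives. The apoptosis regulators had a median of -0.02 (0 higher, also at an unadjusted p, and 4 lower, adjusted p = 0.985 from camera). Of the 122 genes of the cellular senescence list 119 were tested. Their median was -0.01 at 1.5 h (7 higher and 2 lower, adjusted p = 0.387), -0.16 at 7 days (12 higher and 23 lower, adjusted p = 0.00261) and -0.06 with the knockdown (2 higher and 5 lower, adjusted p = 0.0680), all from camera. With fry the adjusted p was 5.10e-06 at 1.5 h and 5.98e-09 with the knockdown, and with an estimated correlation 0.0671 and 0.0286.

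TNFAIP3 was higher at 7 days by a log2 fold change of 0.55. Without untreated replicate 4 it was 0.48, without replicate 3 at 7 days 0.49, both under the threshold, and with the lane as a factor it was -0.07. RELA had a log2 fold change of -0.20 with the knockdown (adjusted p = 0.192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.00 without untreated replicate 5 and -0.85 with the lane as a factor, and its adjusted p ranged from 5.94e-06 to 0.949 over the alternatives.

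The log2 fold changes of Dataset EV1B were compared with those computed here, across genes. Pearson's r for edgeR was 0.988 at 1.5 h, 0.982 at 7 days and 0.990 with the knockdown. DESeq2 with a prior and no filter, added after seeing the data, gave 0.999981, 0.998579 and 0.999991. All genes compared had the same sign in both fits.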
